# Luteolin exerts anti‐tumour immunity in hepatocellular carcinoma by accelerating CD8 ^+^ T lymphocyte infiltration

**DOI:** 10.1111/jcmm.18535

**Published:** 2024-09-12

**Authors:** Shijiao Cai, Yidan Gou, Yanyan Chen, Xiaoran Hou, Jing Zhang, Chongwen Bi, Peng Gu, Miao Yang, Hanxu Zhang, Weilong Zhong, Hengjie Yuan

**Keywords:** CD8^+^ T lymphocyte infiltration, hepatocellular carcinoma, high‐throughput sequencing, luteolin, PD‐1 inhibitor

## Abstract

Luteolin, a commonly used traditional Chinese medicine, has been utilized for several decades in the treatment of hepatocellular carcinoma (HCC). Previous research has demonstrated its anti‐tumour efficacy, but its underlying mechanism remains unclear. This study aimed to assess the therapeutic effects of luteolin in H22 tumour‐bearing mice. luteolin effectively inhibited the growth of solid tumours in a well‐established mouse model of HCC. High‐throughput sequencing revealed that luteolin treatment could enhance T‐cell activation, cell chemotaxis and cytokine production. In addition, luteolin helped sustain a high ratio of CD8^+^ T lymphocytes in the spleen, peripheral blood and tumour tissues. The effects of luteolin on the phenotypic and functional changes in tumour‐infiltrating CD8^+^ T lymphocytes were also investigated. Luteolin restored the cytotoxicity of tumour‐infiltrating CD8^+^ T lymphocytes in H22 tumour‐bearing mice. The CD8^+^ T lymphocytes exhibited intensified phenotype activation and increased production of granzyme B, IFN‐γ and TNF‐α in serum. The combined administration of luteolin and the PD‐1 inhibitor enhanced the anti‐tumour effects in H22 tumour‐bearing mice. Luteolin could exert an anti‐tumour immune response by inducing CD8^+^ T lymphocyte infiltration and enhance the anti‐tumour effects of the PD‐1 inhibitor on H22 tumour‐bearing mice.

## 1 INTRODUCTION

Hepatocellular carcinoma (HCC) is a prevalent liver malignant tumour and ranks sixth in terms of global incidence and second in terms of global mortality.^1^ Our evolving understanding of tumorigenesis reveals that HCC is predominantly induced by a series of chronic liver diseases, including liver cirrhosis, hepatitis B virus/hepatitis C virus infection and fatty liver disease.^2^ The tumour microenvironment (TME) contains abundant immune, stromal and tumour cells, and it plays a key role in tumour heterogeneity and malignant progression.^3^ The complexity of tumours and the immune evasion mechanisms within TME are among the primary reasons for the development of resistance to immunotherapy. Other factors contributing to this resistance include the lack of effective neoantigens in tumours, impaired tumour antigen presentation, inadequate infiltration of immune cells into the tumour, compromised interferon‐gamma (IFN‐γ) signalling, metabolic and inflammatory mediators, immunosuppressive cells, altered immune checkpoints, severe T‐cell exhaustion and epigenetic alterations in T cells.^4^

Tumour‐infiltrating lymphocytes (TILs), represented by T, B and NK cells, are major type of infiltrating immune cells. T lymphocytes can be classified into the following subtypes in accordance with their cell surface markers: CD4^+^ T helper lymphocytes, CD45RO^+^ memory T cells, CD8^+^ cytotoxic T lymphocytes (CTLs) and FOXP3^+^ regulatory cells. Elevated levels of CD8^+^ T lymphocytes in the tumour stroma and nest have been associated with improved overall survival of patients with HCC.^5^, ^6^ The immune microenvironment that sustains tumour survival consists of various infiltrating immune cells and cytokines. Among them, CD8^+^ T lymphocytes are the effector cells in the tumour immune response and the core force in eliminating tumours. Under normal circumstances, CD8^+^ T lymphocytes can directly destroy cancer cells by releasing cytotoxic granules containing perforin and granzyme B.^7^ Alternatively, they can indirectly induce cancer cell death by releasing substances such as IFN‐γ^8^ and tumour necrosis factor‐alpha (TNF‐α).^9^ These cells either engage in direct contact or secrete factors that interact with other cytokines and chemokines to regulate and maintain tumour growth through autocrine and paracrine mechanisms.

The potential anti‐tumour effects of flavonoids on various tumours have gained attention.^10^, ^11^ Increasing evidence has highlighted luteolin as an anti‐tumour agent against various types of tumours, such as lung,^12^ breast,^13^ glioblastoma,^14^ prostate,^15^ and colon^16^ cancers. Most flavonoids produce outstanding therapeutic outcomes when they are combined with anti‐PD‐1/PD‐L1 antibodies. Apigenin, a bioavailable flavonoid found in celery, has been reported to inhibit the high‐level expression of PD‐L1 induced by IFN‐γ by restricting the phosphorylation of STAT1 in breast cancer and melanoma cells.^17^ Puerarin, a flavonoid extracted from kudzu root, can sensitize anti‐PD‐L1 antibody therapy by regulating the reactive oxygen species (ROS) level to decrease the number of cancer‐associated fibroblasts.^18^

Luteolin (3,4,5,7‐tetrahydroxy flavone) is a natural flavonoid that is extensively present in many plant species. It is particularly abundant in fruits and vegetables, such as celery, chrysanthemum flowers, sweet bell peppers, carrots, onion leaves, broccoli and parsley.^19^ Luteolin hampers the progression of carcinogenesis through multiple mechanisms. Luteolin exerts an anti‐tumour effect by activating the PI3K‐Akt signalling pathway in antigen‐presenting cells (APCs), leading to the induction of APC activation, enhancement of CTL responses, suppression of T‐cell exhaustion and improvement of the immune microenvironment in melanoma.^20^ Cao et al. reported that luteolin treatment induces a substantial G0−/G1‐phase arrest and decreases the expression of the anti‐apoptotic protein BCL‐2, which controls the intrinsic mitochondrial pathway and is connected with mitochondrial‐mediated signals through a reduction in the mitochondrial membrane potential and the release of pro‐apoptotic proteins. Luteolin‐activated caspase‐8, which controls the extrinsic pathway, in turn trigger caspase‐3 in human HepG2 cells.^21^ Luteolin inhibits VEGF‐/bFGF‐induced angiogenesis in vitro by inhibiting matrix‐degrading proteases.^22^ It causes cell death induction and tumour reduction in HepG2 tumour‐bearing mice. It also suppresses the NF‐κB DNA‐binding activity and facilitates the release of ROS.^23^

Increasing attention has been paid to the use of luteolin to treat cancers because of its potential to improve antitumor immunity.^24^ However, the anti‐tumorigenesis of luteolin combined with the PD‐1 inhibitor in HCC remains unclear. Hence, we aimed to investigate the therapeutic outcomes of luteolin combined with anti‐PD‐1 antibody in treating HCC.

## 2 MATERIALS AND METHODS

### 2.1 Experimental animals and cells

Mouse HCC cell line H22 was purchased from KeyGen Biotech (Nanjing, China) and cultured using RPMI‐1640 containing 10% fetal bovine serum and 1% penicillin–streptomycin at 5% CO_2_ and 37°C. Female BALB/c mice (aged 6–8 weeks; Beijing Sbeifu Biotechnology, Beijing, China) were used as experimental animals and housed in a specific pathogen‐free animal facility under controlled environmental conditions with a 12 h light–dark cycle.

### 2.2 Establishment of subcutaneous H22 tumour‐bearing mice and in vivo experiment

The H22 cells were subcutaneously injected into the BALB/c mice (2 × 10^6^ cells in 100 μL PBS), which were randomly divided into four groups (*n* = 4) as follows: control (0.5% carboxymethyl cellulose sodium [CMC‐Na]), 50 mg/kg luteolin (Meilunbio), 100 mg/kg luteolin and 200 mg/kg luteolin. All treatments were administered strictly once daily via gavage for 21 days in a volume of 0.2 mL. Tumour volume and body weight were measured every 4 days. Tumour volume was further evaluated using the formula *V* = length × width^2^/2. All animal experiments were performed with the approved protocols of the Experimental Animal Welfare Ethics Committee of Tianjin Medical University General Hospital.

### 2.3 High‐throughput sequencing

Tumour tissues were collected from the control and 200 mg/kg luteolin groups. Total RNA was extracted using the Trizol reagent (Thermo Fisher Scientific). Its concentration was measured with a Qubit fluorometer (Thermo Fisher Scientific) and its quality was checked by a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, *CA*). An RNA library was prepared using the TruSeq RNA sample preparation kit V2 (Vazyme Biotech) with 1 μg of total RNA as the input following the manufacturer's instructions. The library was quantified with the Kapa Library quantification kit (Kapa Biosystems, Wilmington, MA) using an ABI 2720 thermal cycler (Thermo Fisher Scientific). The final library was subjected to high‐throughput sequencing on the Illumina NovaSeq 6000 platform using a 2 × 150 bp paired‐end sequencing mode. The sequencing data were deposited in the Gene Expression Omnibus and the accession number is GSE243341 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243341).

### 2.4 Bioinformatics analysis

The differential expression between the control and luteolin groups was analysed using DESeq2‐v1.10.1. Genes with a *p* value <0.05 and fold change >2 were identified as up‐regulated, and those with a *p* value <0.05 and fold change <−2 were identified as down‐regulated. Volcano map and hierarchical clustering were generated with the R package pheatmap and R package volcano, respectively. The functions of up‐regulated and down‐regulated genes were implemented using online tools (http://cloud.geneskybiotech.com/#/tools/all/go_kegg_enrichment).

### 2.5 Real‐time quantitative reverse transcription–polymerase chain reaction

Real‐time quantitative reverse transcription–polymerase chain reaction (qRT‐PCR) was used to detect the transcription level of CD8^+^ T‐cell infiltration (Cd3e, Cd8a, Ccl5 and Ccl21), CD8^+^ T‐cell activation (Gzmb, Ifng and Tnf) and apoptosis (Casp3, Casp8, Casp9, Bax and Bcl2) mRNA in tumour tissues. Total RNA was extracted from cells and tissues by using TRIzol™ (Invitrogen, Carlsbad, CA, USA) and gene expression was analysed using CFX384 (Bio‐Rad, Hercules, CA, USA). The transcriptional levels were normalized by β‐actin. The primer sequences are shown in Table S1.

### 2.6 Isolation of mononuclear cells from the spleen, peripheral blood and tumour tissues

Suitably sized spleens were delicately ground by making them pass through a sterile 70‐gauge steel mesh. The cells were subsequently gathered via centrifugation at 2000 rpm for 10 min. The lymphocytes were prepared using red blood cell lysis buffer (Solarbio, Beijing), followed by washing with PBS to obtain a suspension of lymphocytes. A peripheral blood sample was obtained from the retrobulbar venous plexus, palced into an anticoagulant tube and utilized to isolate peripheral T cells by using a mouse peripheral blood lymphocyte separation kit (TBD Company, Tianjin, China) following the manufacturer's instructions. For the analysis of tumour‐infiltrating T lymphocytes, the tumours were fragmented into small pieces and digested using 25 μg/mL IV collagen and 150 U/mL DNase I. The cell suspension gently passed through a 70‐gauge steel mesh and the TILs were isolated through gradient centrifugation in PBS by using a 30%–70% Percoll (Solarbio, Beijing) solution. The gradient was then subjected to centrifugation at 1000 rpm for 10 min. The interphase containing the TILs was collected and washed two times with PBS.

### 2.7 Flow cytometry

CD3e, an element of the T‐cell receptor complex, is located on the surface of mature T cell. CD8α, a surface protein, is found on a subset of T cells referred to as cytotoxic T cells (also known as CD8^+^ T cells). In this study, CD8^+^ T lymphocytes were transferred into FACS tubes and stained with the following fluorescence‐conjugated monoclonal antibodies: anti‐mouse fluorescein isothiocyanate‐conjugated CD3e, anti‐mouse allophycocyanin‐conjugated CD8α and corresponding isotype controls. Data were acquired with an LSRFortessa™ cell analyser (Cat No. 647780P3, BD) and analysed with FlowJo software (version 10.8).

### 2.8 Haematoxylin and eosin staining

The mouse tumour tissues were sliced into 1.0 cm × 1.0 cm × 0.3 cm dimensions, fixed in 4% paraformaldehyde for 24 h, dehydrated, embedded in paraffin and cut into 4 μm thick sections. After dewaxing and rehydration, the sections were stained with haematoxylin for 5 min, counterstained with eosin for 5 min and observed under a light microscope. The nuclei appeared purplish blue and the cytoplasm was pink. Finally, the haematoxylin‐and‐eosin‐stained sections were scanned and examined using Pannoramic MIDI.

### 2.9 Immunohistochemistry

The tumours were embedded in paraffin and cut into serial transverse sections (5 μm). The slides were deparaffinized and dehydrated before immunohistochemistry (IHC) was performed. After blocking with 10% normal goat serum for 20 min, the sections were incubated with primary antibodies, including anti‐CD8α (1:200; CST) and anti‐cleaved caspase‐3 (1:200; CST) at 4°C overnight. Then, the sections were incubated with horseradish peroxidase‐conjugated secondary antibodies for 1 h at room temperature. Photographs were scanned and examined using Pannoramic MIDI. The expression levels of CD8α and cleaved caspase‐3 were analysed by two independent investigators.

### 2.10 ELISA

The blood sample of the mice collected from the retrobulbar venous plexus was placed in a red blood collection vessel and put at room temperature for 1 h. Serum was obtained after centrifugation at 3000 rpm for 10 min. The levels of granzyme B, IFN‐γ and TNF‐α were quantified by ELISA (Gelatins, Shanghai, China) in accordance with the manufacturer's instructions.

### 2.11 Effect of luteolin combined with the PD‐1 inhibitor in vivo

For the combination experiment, H22 cells were subcutaneously injected into BALB/c mice (2 × 10^6^ cells in 100 μL PBS). When the tumour volume reached ∼100 mm^3^, the mice were randomly distributed into the following groups (*n* = 4): control, luteolin, PD‐1 inhibitor and a combination of luteolin and PD‐1 inhibitor. The control group was treated by gavage with the vehicle alone (0.5% CMC‐Na) for 17 days. The luteolin group was treated by gavage with luteolin (100 mg/kg daily) for 17 days. The PD‐1 inhibitor group was intraperitoneally given PD‐1 inhibitor (clone 29F.1A12™, Bio X Cell) on days 7, 11, 15, 19 and 23 (100 μg/injection). The combination of luteolin and PD‐1 inhibitor group was treated by gavage with luteolin (100 mg/kg daily) and intraperitoneally given the PD‐1 inhibitor on days 7, 11, 15, 19 and 23 (100 μg/injection). Tumour volume and body weight were measured every 4 days. Tumour volume was further evaluated using the formula *V* = length × width^2^/2.

### 2.12 Statistical analysis

Data were presented as mean ± SD and visualized using GraphPad software (version 10.0.2, Inc., La Jolla, CA, USA). Student's *t* test was performed to evaluate the statistical significance between two independent groups. One‐way ANOVA was utilized to compare multiple groups of data. Correlation analysis was performed using the Spearman algorithm of cor. test function in R software. *p* < 0.05 indicated statistical significance.

## 3 RESULTS

### 3.1 Luteolin exerts a dose‐dependent anti‐tumour effect

To assess the anti‐tumour effect of luteolin, we subcutaneously injected BALB/c mice with H22 cells. The tumour images (Figure 1A), tumour growth curves (Figure 1B) and tumour weight (Figure 1C) indicated that the degree of tumour malignancy considerably decreased after luteolin treatment (50, 100 and 200 mg/kg) in a dose‐dependent manner compared with that in the control group. Moreover, luteolin had no influence on body weight relative to the control (Figure 1D).

**FIGURE 1:**
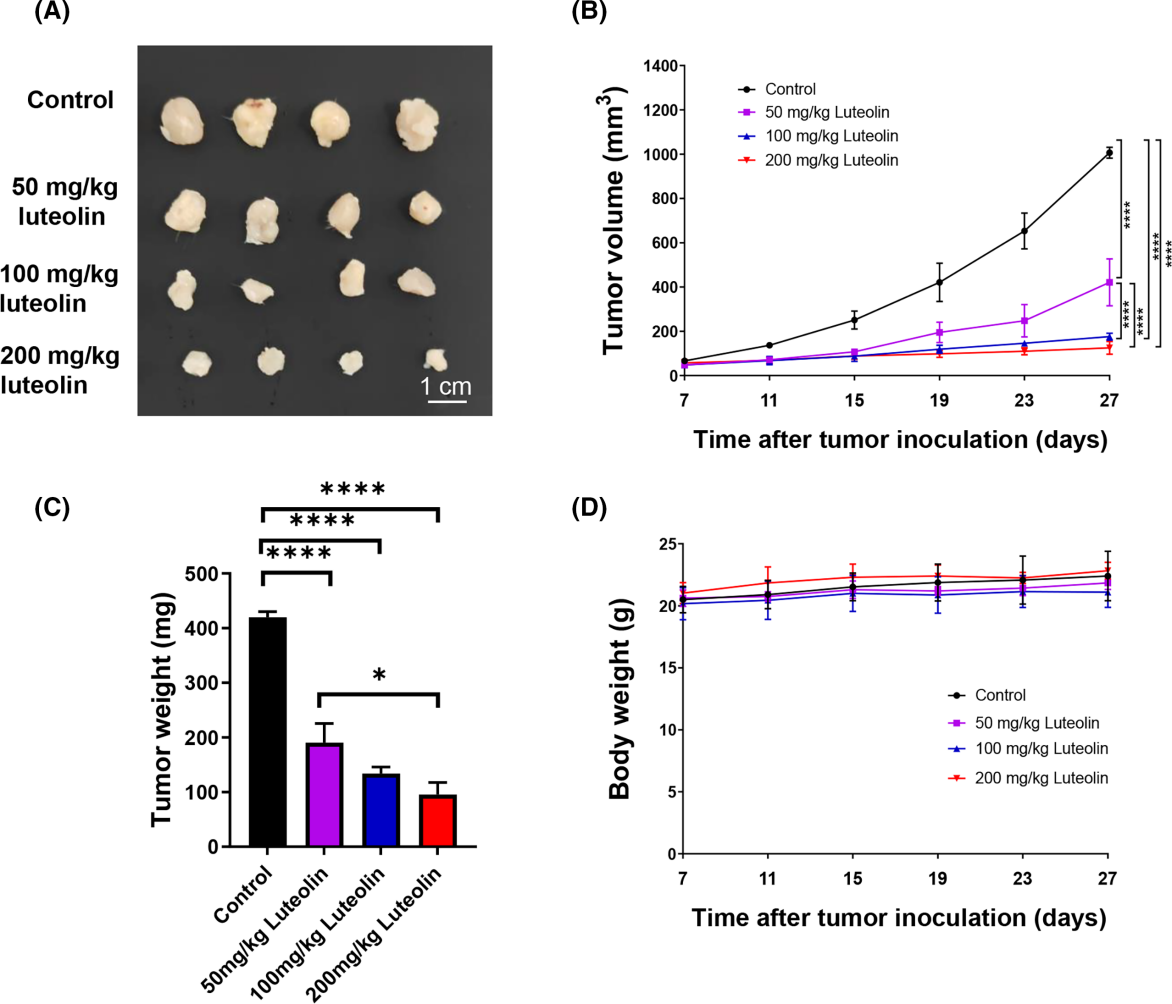
Luteolin exerts a dose‐dependent antitumor effect. Representative tumour images (A), tumour growth curves (B), tumour weight (C) and body weight (D) of H22 tumour‐bearing BALB/c mice in the control group and 50, 100 and 200 mg/kg luteolin groups. *N* = 4, data are presented as mean ± SD. One‐way ANOVA, *p < 0.01, ****p < 0.0001.

### 3.2 Multiple functions are affected by luteolin treatment

To investigate the functions affected by luteolin treatment, we collected tumours from H22 tumour‐bearing BALB/c mice and performed high‐throughput sequencing via the NovaSeq platform (Illumina). 

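The sequenced RNA came from subcutaneous tumours of H22 cells, a mouse hepatocellular carcinoma line, grown in BALB/c mice. The control group was gavaged with 0.5% carboxymethyl cellulose sodium and the luteolin group with 200 mg/kg luteolin, a plant flavonoid, in 0.2 mL each day over 21 days. Each group gave 3 libraries, named here control replicates 1 to 3 and luteolin replicates 1 to 3, and Fig. 2B of the paper shows as many. The paper names Trizol for RNA extraction, a TruSeq kit for library preparation and 1 μg of RNA as input. The sample labels name an RNeasy kit, a SMARTer kit and 1.3 μg, and add that treatment began at a tumour volume of about 50 mm3. The authors deposited a table with 1 expression value for each of 21720 gene symbols in each library. The values are whole numbers that were not scaled between libraries, and the paper's text does not name the aligner, the counting tool, the genome build or the annotation. Of the values from 1 to 40, 44.8% were multiples of 4, where an even spread gives 25%, and 70.3% were multiples of 4 or 1 above one, where an even spread gives 50%. The values were therefore analysed as estimated counts, of which 1 unit need not be 1 read pair. Total counts were 69391357, 66256017 and 66655030 in control replicates 1, 2 and 3 and 61081637, 80442954 and 63965501 in luteolin replicates 1, 2 and 3. The median total was 66655030 in the control group and 63965501 in the luteolin group. Between 15579 and 15858 genes had a count above 0 in a control library, against 15870 to 16767 in a luteolin library. A count of 0 allows up to 3 counts in that library, or up to 12 where 1 read pair counts as 4, and these limits cover counting error only. Over the 6 pairs of replicates of a group, the Pearson correlation of log2 CPM ranged from 0.892 to 0.969. Part of the spread between replicates followed base composition. Across the genes of a library, which are not independent replicates, the deviation from the mean of all libraries had a Spearman correlation with GC content of 0.54, -0.27 and -0.66 in control replicates 1, 2 and 3 and of -0.20, 0.59 and -0.46 in luteolin replicates 1, 2 and 3. Both signs occurred within each group, and neither the labels nor the paper name a batch. Counts were normalized by edgeR's TMM method, and the 14963 genes that passed its filter on low counts were compared between the groups.

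**Figure D1:**
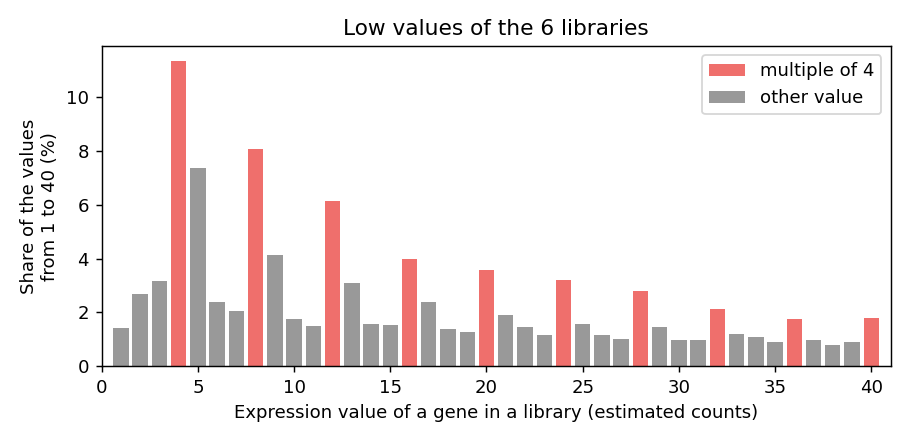
Share of the values from 1 to 40 over the 6 libraries (vertical axis, percent) that fall on each whole number (horizontal axis, estimated counts). Multiples of 4 hold 44.8% of these values.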

The volcano map generated from differential genes was shown in Figure 2A. 

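Of the genes tested, 1687 were up-regulated and 227 were down-regulated in the luteolin group at the study's threshold, an unadjusted p value under 0.05 with a fold change over 2. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the counts were 200 and 28. DESeq2, the tool the paper names, gave 2004 up-regulated and 282 down-regulated genes at the study's threshold in its version 1.42.0, with its own size factors. Of these, 1576 and 222 were among the genes that edgeR found in the same direction. The alternative that moved the adjusted counts most was limma's voom with sample quality weights, with 1886 genes higher and 1311 lower. Leaving out any control library or luteolin replicate 1 left 0 genes at an adjusted p under 0.05, while 1907 to 2462 genes then had an unadjusted p under 0.05. Without luteolin replicate 2 the study's threshold gave 1139 up-regulated and 278 down-regulated genes, the fewest up-regulated genes of any setting. In all 3 luteolin libraries, 1493 of the 1687 up-regulated genes (88.5%) lay above every control library, which a threshold on the difference favours, and 1350 had their largest value in luteolin replicate 2. Of the 227 down-regulated genes, 210 (92.5%) lay below every control library. Over all genes tested the shares were 16.6% above and 11.0% below, where chance gives 5% each. The file lists genes by symbol without positions. The up-regulated gene with the smallest p was Hcar2, a receptor for hydroxycarboxylic acids, with 57.1 ± 8.29 CPM (counts scaled to the library total) in the luteolin group against 9.09 ± 0.743 in the control group (SD, n = 3 each). Its log2 fold change was 2.65 (standard error 0.19, adjusted p = 0.0292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 2.54 and 2.71 with each library left out in turn. The next were Cd300lf, Tbc1d9, Tgm2 and Cd274, the gene of the PD-1 ligand PD-L1, with log2 fold changes of 1.80, 2.15, 1.98 and 1.87. The down-regulated gene with the smallest p was Gm21680, which fell by 2.22 on the log2 scale, from 68.4 ± 10.3 to 14.7 ± 1.98 CPM (SD, n = 3 each). Gm21680 is a predicted gene with similar copies, between which the counting could have split reads, so its value is uncertain. Mucl3, Gsta4 and Cfap20dc followed with log2 fold changes of -1.60, -1.59 and -1.22, and Psg17, a member of a family of similar genes, with -1.66.

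**Figure D2:**
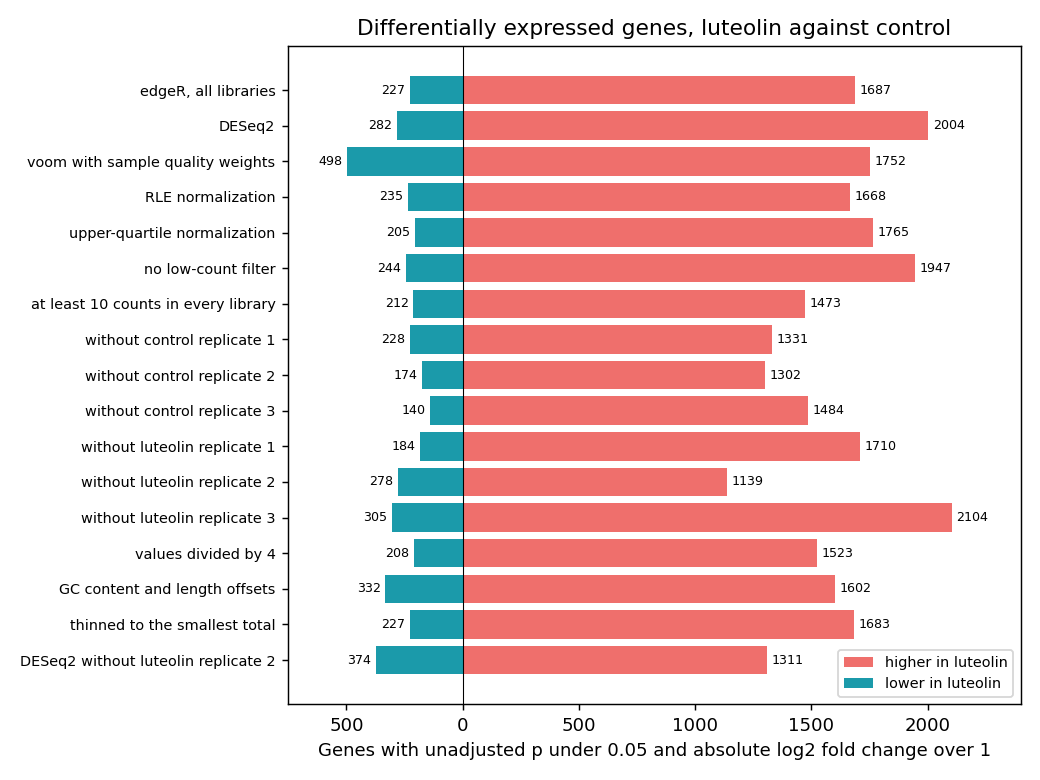
Number of genes (horizontal axis) at an unadjusted p under 0.05 and an absolute log2 fold change over 1 for edgeR on all libraries and for other settings (vertical axis), with genes higher in luteolin to the right of 0 and genes lower to the left. Genes higher outnumber genes lower in each setting drawn, from 1139 against 278 without luteolin replicate 2 to 2104 against 305 without luteolin replicate 3.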

A total of 2286 differentially expressed genes, including 2004 up‐regulated genes (purple dots) and 282 down‐regulated genes (blue dots), were found. 

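Clustering was first run on all genes tested, since choosing genes for a difference between the groups favours a larger distance between them. Libraries were joined by average linkage on 1 minus the Pearson correlation of log2 CPM (prior count 2). The mean distance was 0.0893 between libraries of different groups and 0.0549 between libraries of the same group, a difference of 0.0344. An exact permutation test of this difference over the 10 splits of the libraries (one-sided, for a larger difference) gave p = 0.1, the smallest value that 3 libraries against 3 allow. Control replicates 1 and 2 joined first, luteolin replicates 1 and 3 joined next, and control replicate 3 then joined the other controls. Luteolin replicate 2 joined last, at a distance of 0.123, so that 4 of the 6 libraries fell into the branch of their group when the tree was divided in 2. Luteolin replicate 2 also had the most genes detected. Restricted to the genes at the p and fold change threshold, the tree again placed 4 of 6 libraries with their group, and the difference between the groups was 0.165. With the 500 most variable genes, 6 of 6 libraries fell into the branch of their group. Without luteolin replicate 2, 5 of 5 did. The first principal component held 56.7% of the variance, with the control libraries from -62.4 to -57.0 and luteolin replicates 3, 1 and 2 at -0.196, 46.1 and 136.

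**Figure D3:**
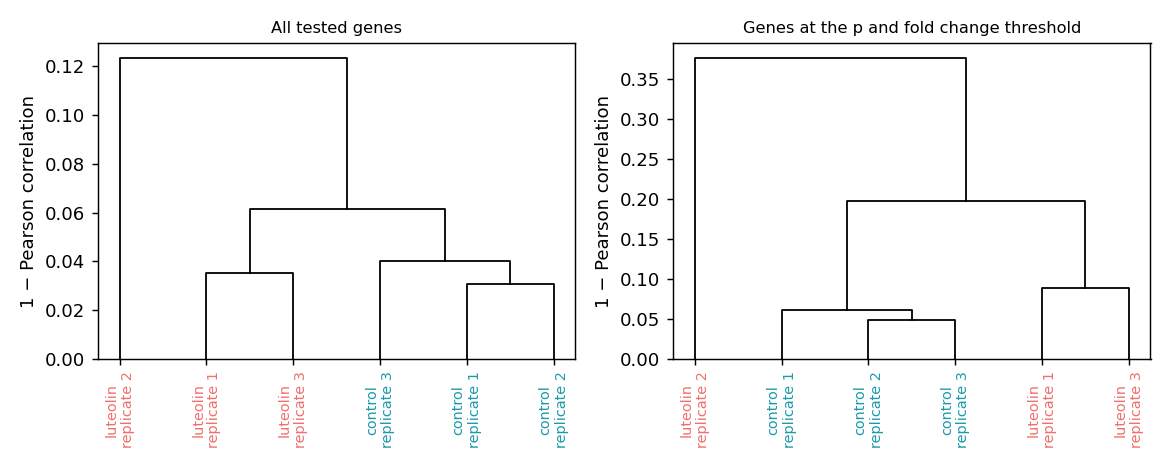
Average-linkage trees of the 6 libraries for all tested genes and for the genes at the p and fold change threshold; the vertical axis is 1 minus the Pearson correlation of log2 CPM. Luteolin replicate 2 joins last in both trees, and 4 of 6 libraries lie in the branch of their group.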

Cluster analysis distinguished the luteolin group from the control group (Figure 2B).

**FIGURE 2:**
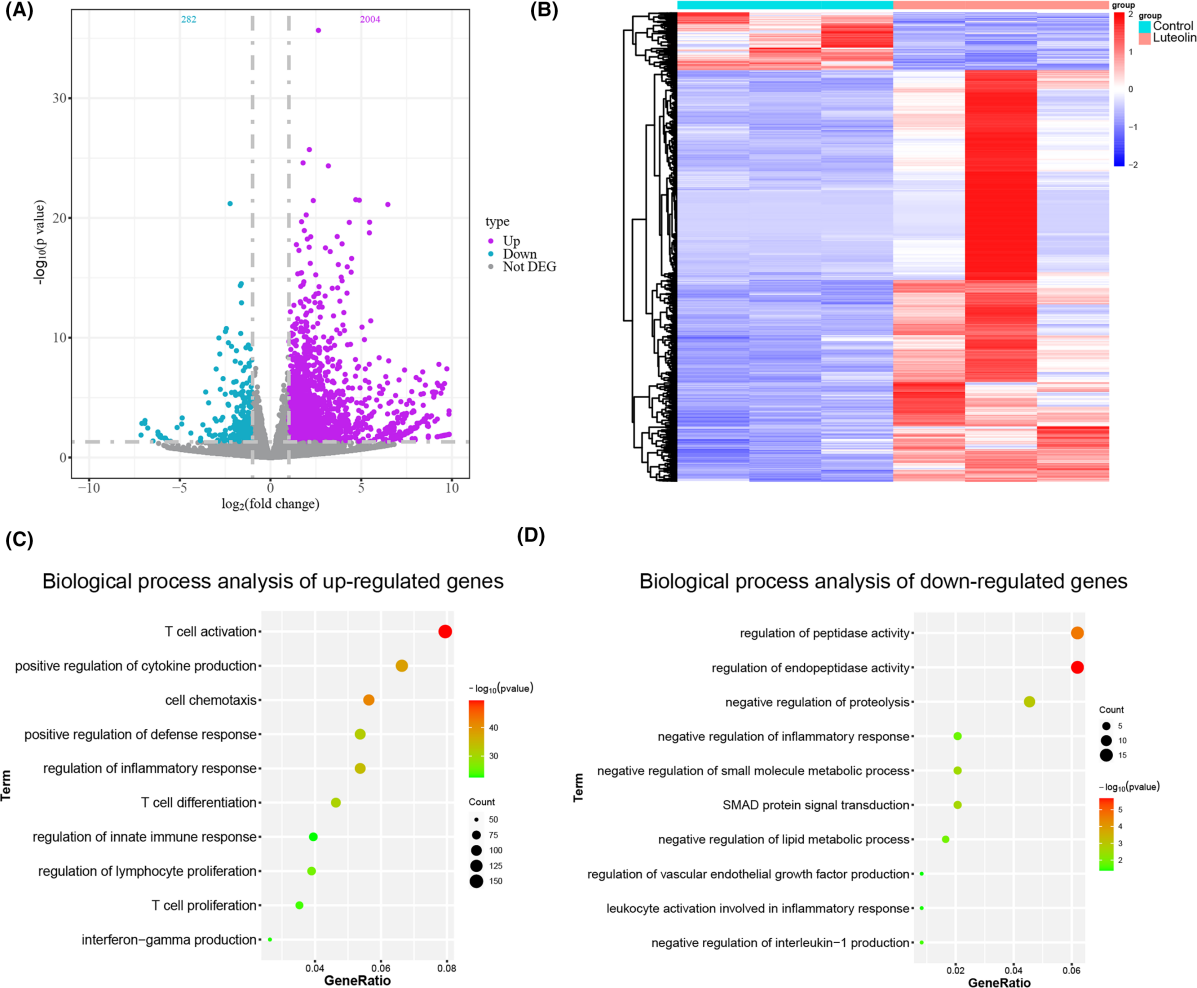
Multiple functions are affected after 200 mg/kg luteolin treatment. (A) Volcano map of the expression profile of differential genes between the control and luteolin groups. (B) Cluster analysis of the expression profile of differential genes between the control and luteolin groups. Main biological processes of up‐regulated (C) and down‐regulated genes (D).

Gene ontology (GO) enrichment analysis revealed that the main biological processes (BPs) of the up‐regulated genes were T‐cell activation, positive regulation of cytokine production, cell chemotaxis, regulation of inflammatory response, regulation of lymphocyte proliferation and IFN‐γ production (Figure 2C). 

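These processes were examined with 6 lists of genes written from general knowledge of each process before the values were seen, since no GO annotation was used here. Each shared from 3 to 7 of its tested genes with the other lists of this kind. The T-cell activation list had 31 tested genes, of which 25 were among the up-regulated genes at the study's threshold, where chance gives 3.50 (one-sided Fisher's exact test over all tested genes, Benjamini-Hochberg adjusted p = 7.03e-18). Cell chemotaxis followed with 20 of 30 genes and regulation of inflammatory response with 22 of 30, each against 3.38 by chance. The count was 14 of 30 for positive regulation of cytokine production, 14 of 28 for regulation of lymphocyte proliferation and 13 of 27 for IFN-γ production, against 3.38, 3.16 and 3.04 by chance. All 6 lists were over-represented, with adjusted p values in Fisher's exact test of 3.63e-06 or less. With the genes at an adjusted p under 0.05 in place of those at the study's threshold, 5 of the 6 lists were over-represented, IFN-γ production being the exception with 1 gene. The median log2 fold change was 1.98 for T-cell activation, 0.96 for positive regulation of cytokine production, 1.53 for cell chemotaxis, 1.39 for regulation of inflammatory response, 1.18 for regulation of lymphocyte proliferation and 1.43 for IFN-γ production. The mean of each list was higher in every luteolin library than in every control library (exact two-sided permutation test, p = 0.1 for each list, the smallest that 3 against 3 allow). limma's camera test with a preset correlation of 0.01 between genes placed the 6 lists above the other genes, with Benjamini-Hochberg adjusted p values from 7.96e-16 to 2.10e-06 over 11 lists. These calls held under limma's fry test, and none held in camera with the correlation estimated from the libraries, where 5 of the 11 lists had an unadjusted p under 0.05 and the smallest adjusted p was 0.0631. Among the genes with the smallest p of their lists, Ccl8 had a log2 fold change of 2.37, S100a9 of 4.70, C3 of 1.95, Havcr2 of 2.09 and Il18r1 of 2.49.

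**Figure D4:**
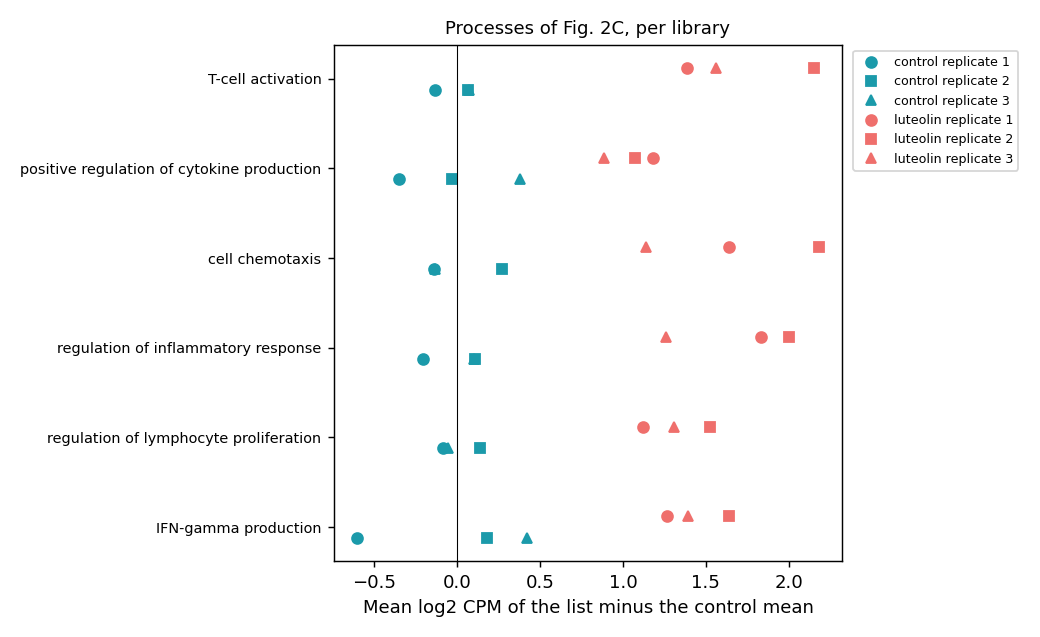
Mean log2 CPM of each list minus its control mean (horizontal axis) in each library for the 6 processes of Fig. 2C (vertical axis). Every luteolin library lies above every control library in each list.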

The main BPs of the down‐regulated genes were regulation of endopeptidase activity, negative regulation of inflammatory response, SMAD protein signal transduction, regulation of vascular endothelial growth factor production and negative regulation of interleukin‐1 production (Figure 2D).

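Lists for these 5 processes, written in the same way, had few genes among the down-regulated genes at the study's threshold. The regulation of endopeptidase activity list held 1 such gene among 30 tested genes (Serpinb9), the negative regulation of inflammatory response list 1 among 27 (Nr1h4) and the regulation of vascular endothelial growth factor production list 1 among 24 (Brca1). These 3 genes were chosen after their values were seen. SMAD protein signal transduction and negative regulation of interleukin-1 production had 0 genes among 24 and 22. Chance gives between 0.334 and 0.455 genes per list, and 0 of the 5 lists were over-represented. The smallest adjusted p was 0.450, with 0 lists at an unadjusted p under 0.05 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). With so few genes expected, this test has little power. In the fit with RLE normalization, 2 genes lower among 27 (odds ratio 5.05) gave an unadjusted p of 0.0667 in Fisher's exact test. The same lists held 15, 13, 5, 4 and 7 up-regulated genes, in the order endopeptidase activity, negative regulation of inflammatory response, vascular endothelial growth factor production, SMAD protein signal transduction and interleukin-1 production. Their median log2 fold changes in that order were 1.41, 1.26, 0.58, 0.17 and 0.76. In camera, 4 of these lists lay above the other genes, with Benjamini-Hochberg adjusted p values from 1.50e-07 to 0.00177, and SMAD protein signal transduction did not (adjusted p = 0.239). The SMAD list is the one that fry called and camera did not. Smad3 itself had 113 ± 17.7 CPM in the luteolin group against 227 ± 36.4 in the control group (SD, n = 3 each), a log2 fold change of -0.999 (standard error 0.19, adjusted p = 0.0559 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just short of the fold change threshold. In the other direction, Inhba of the same list rose by 1.16 on the log2 scale. The genes with the smallest p in the other lists rose as well, with log2 fold changes of 1.67 for Serping1, 2.50 for Timp3, 1.04 for Tnfaip3, 1.87 for Il1rn, 2.68 for Ptgs2 and 1.11 for Sirpa.

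**Figure D5:**
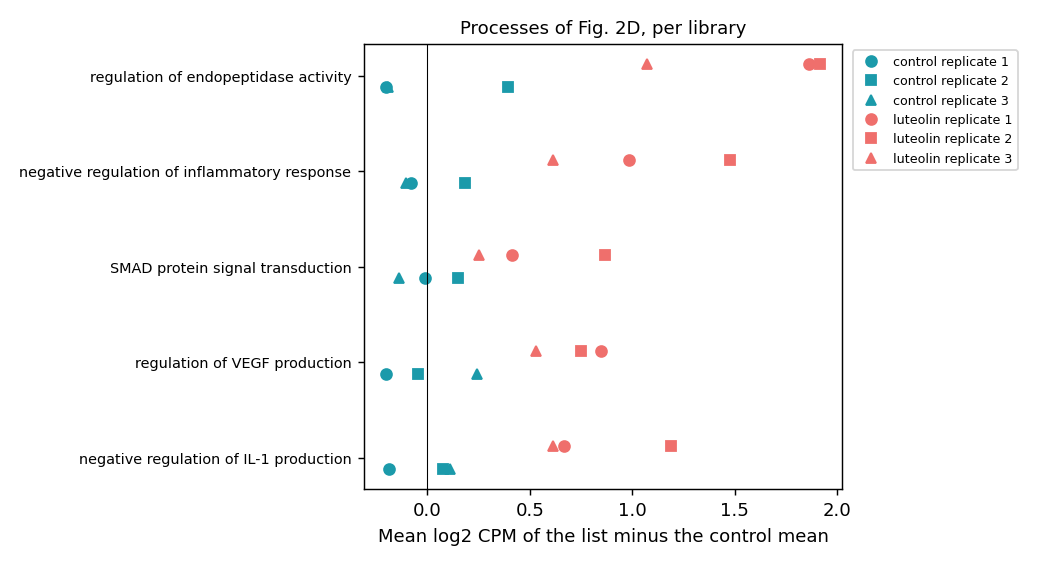
Mean log2 CPM of each list minus its control mean (horizontal axis) in each library for the 5 processes of Fig. 2D (vertical axis). The luteolin libraries lie above the control libraries in each list, the least for SMAD protein signal transduction.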

We also studied mRNA related to CD8^+^ T‐cell infiltration, CD8^+^ T‐cell activation and apoptosis. After treatment with 200 mg/kg luteolin, the mRNA levels of CD8^+^ T cells infiltration (Cd3e, Cd8a, Ccl5 and Ccl21), CD8^+^ T‐cell activation (Gzmb, Ifng and Tnf) and apoptosis (Casp3, Casp8, Casp9, Bax and Bcl2) increased considerably compared with those in the control group (Figure S1A–L). These results demonstrated that luteolin can induce the inflammatory response and enhance the immune response.

### 3.3 Luteolin increases the proportion of CD8 ^+^ T lymphocytes in the spleen, peripheral blood and tumour tissues

We investigated whether luteolin can influence the number of TILs in H22 tumour‐bearing mice. We detected the percentage of CD8^+^ T lymphocytes in the spleen, peripheral blood and tumour tissues by flow cytometry (Figure 3A). With regard to the spleen (Figure 3B), peripheral blood (Figure 3C) and tumour tissues (Figure 3D), the percentage of CD8^+^ T lymphocytes was elevated in the 50, 100 and 200 mg/kg luteolin groups compared with that in the control group. These lines of evidence indicated that luteolin can remarkably increase the proportion of CD8^+^ T cells in tumour‐bearing mice and that luteolin may have the potential to boost levels of CD8^+^ T lymphocytes in vivo.

**FIGURE 3:**
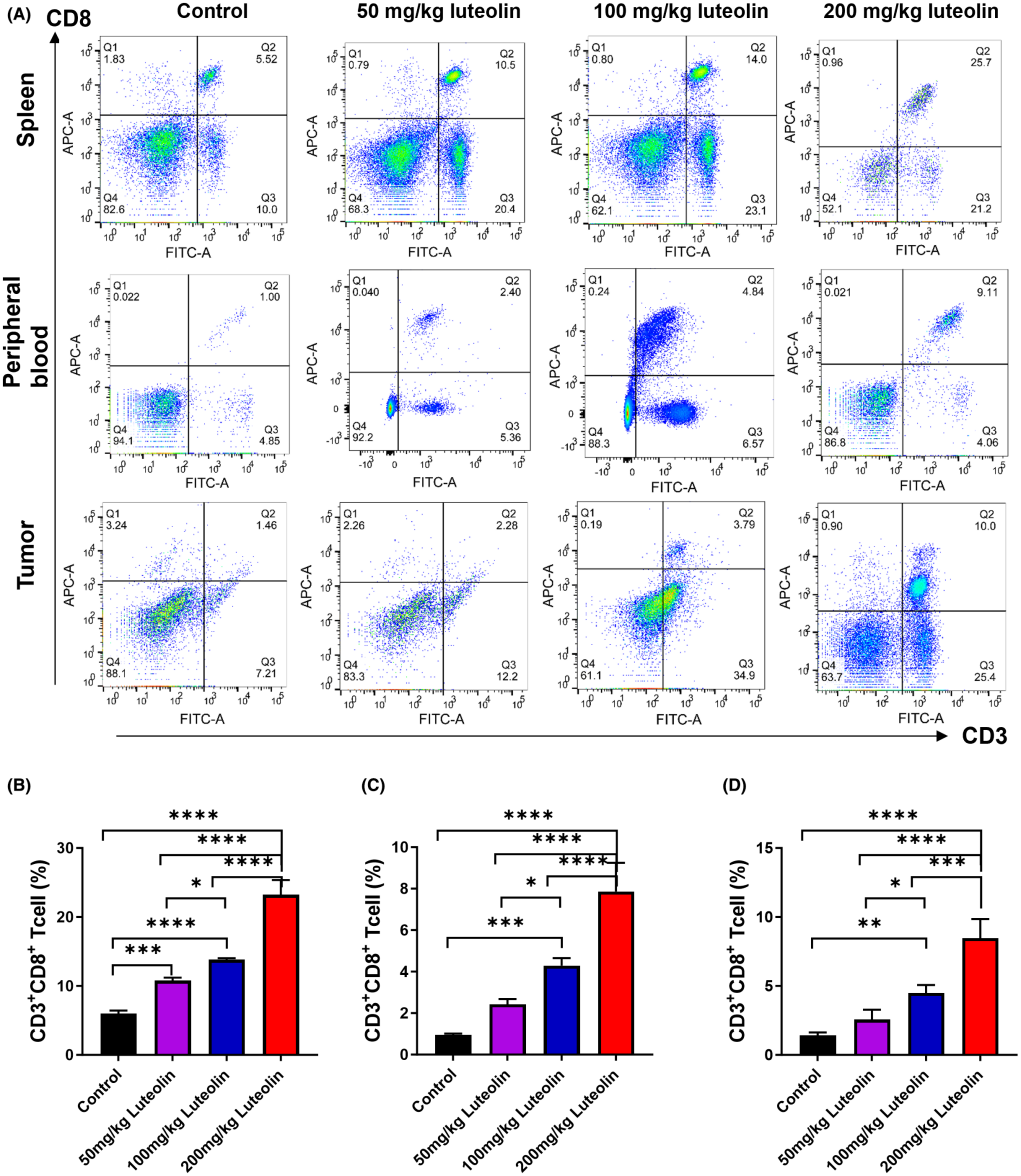
Luteolin increases the proportion of CD8^+^ T lymphocytes in the spleen, peripheral blood and tumour tissues. (A) Percentage of CD8^+^ T lymphocytes in the spleen, peripheral blood and tumour tissues of H22 tumour‐bearing mice determined by flow cytometry. Statistical analysis of the percentage of CD8^+^ T lymphocytes in the spleen (B), peripheral blood (C) and tumour tissues (D) of H22 tumour‐bearing mice. *N* = 4, data are presented as mean ± SD. One‐way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.4 Luteolin promotes the infiltration and cytotoxicity of CD8 ^+^ T lymphocytes in tumour tissues

This investigation also aimed to examine if luteolin could affect the morphology and function of TILs in H22 tumour‐bearing mice. As shown in Figure 4A, the number of TILs, particularly CD8^+^ T lymphocytes, increased in the different luteolin treatment groups compared with that in the control group. IHC staining indicated that the CD8α levels in the 50, 100 and 200 mg/kg luteolin groups were higher than that in the control group (Figure 4B). These findings suggested that luteolin treatment, particularly 100 and 200 mg/kg luteolin, can effectively induce CD8^+^ T lymphocyte infiltration into tumour tissues in H22 solid tumours. We also studied the mRNA level of chemokines related to T‐cell infiltration. After treatment with 200 mg/kg luteolin, the levels of Cd3e, Cd8a, CCL5 and CCL21, increased considerably compared with that in the control group (Figure S1A–D). The effects of luteolin on tumour apoptosis were further evaluated. IHC staining indicated higher cleaved caspase‐3 levels in the 50, 100 and 200 mg/kg luteolin groups compared with those in their control counterparts (Figure 4B). Furthermore, we analysed the correlation of the numbers of CD3^+^CD8^+^ T cells with apoptosis levels and tumour size. Spearman's correlation analysis was performed and the results revealed that the numbers of CD3^+^CD8^+^ T cells were positively correlated with apoptosis levels (*R* = 0.6711, *p* = 0.0044) and negatively correlated with tumour size (*R* = −0.9088, *p* = 0; Figure S2A,B). These findings suggested that luteolin could effectively promote the infiltration and enhance the cytotoxicity of CD8^+^ T lymphocytes within tumour tissues in H22 solid tumours.

**FIGURE 4:**
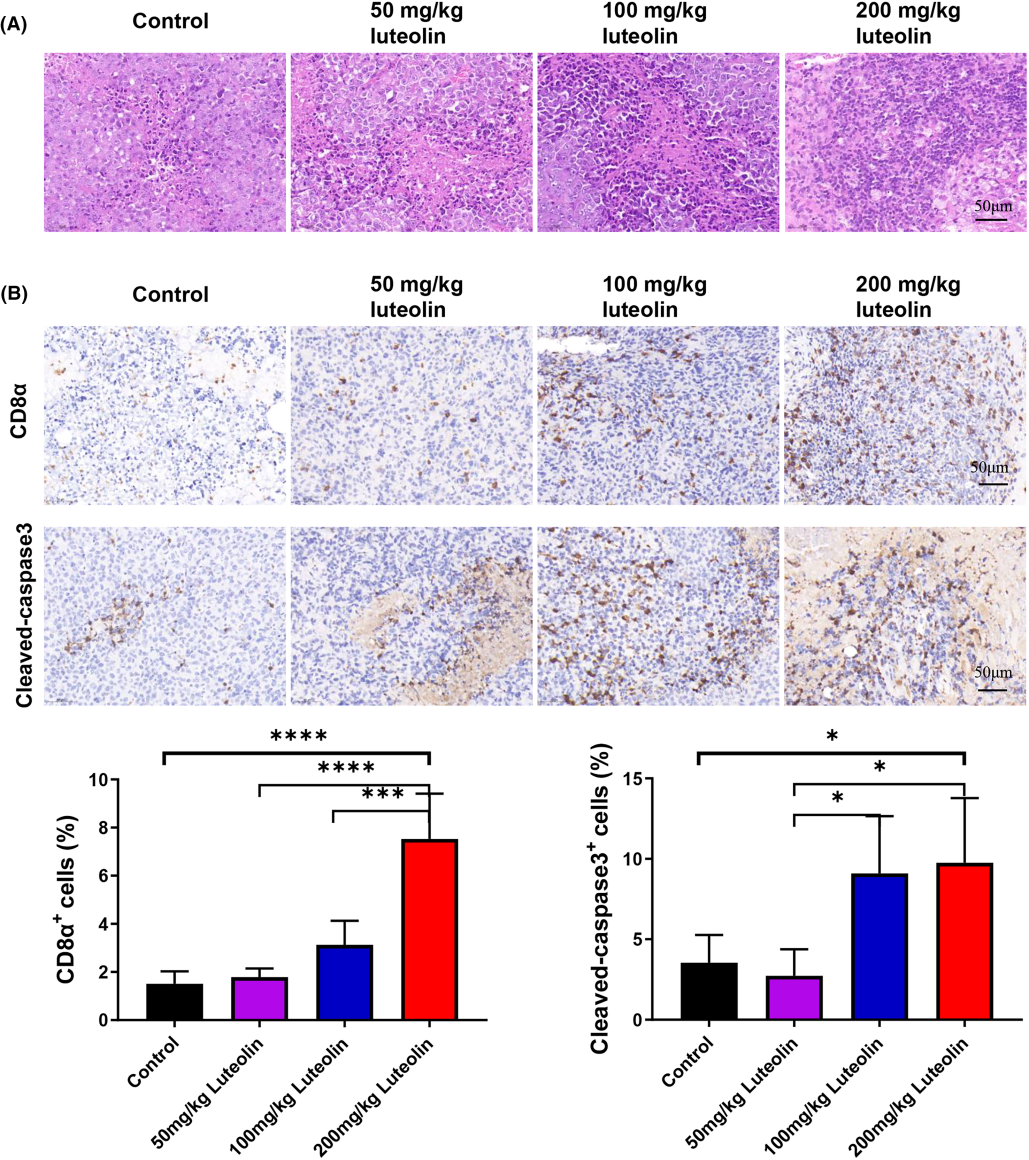
Luteolin promotes the infiltration and cytotoxicity of CD8^+^ T lymphocytes in tumour tissues. (A) Haematoxylin and eosin staining of TILs. Tumour cells are indicated by large nuclear stains and lymphocytes are represented by small nuclear stains. (B) Immunohistochemistry staining reveals the expression of CD8α and cleaved caspase‐3 in tumour tissues extracted from H22 tumour‐bearing mice. *N* = 4, data are presented as mean ± SD. One‐way ANOVA, *p < 0.05, ***p < 0.001, ****p < 0.0001. Scale bar, 50 μm.

### 3.5 Luteolin enhances the cytotoxicity of tumour‐infiltrating CD8 ^+^ T cells and affects inflammatory and effector chemokines

GO analysis revealed that luteolin could promote T‐cell activation and positively regulate cytokine production. 

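In the RNA-seq libraries of the control and 200 mg/kg luteolin tumours, 24 of the 31 tested genes of the T-cell activation list and 8 of the 9 of a T-cell list were higher in each luteolin library than in each control library, where chance gives 5% of genes. Cd8a had 10.4 ± 0.949 CPM in the luteolin group and 1.84 ± 0.563 in the control group (SD, n = 3 each), a log2 fold change of 2.51 (standard error 0.34, adjusted p = 0.0331 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gzmb, which encodes granzyme B, had 19.4 ± 6.91 and 2.67 ± 0.846 CPM, a log2 fold change of 2.86 (standard error 0.39, adjusted p = 0.0331 from the same edgeR test). Ccl5 rose by 3.05 on the log2 scale with the same adjusted p of 0.0331 in edgeR. Ifng had 292, 249 and 161 counts in luteolin replicates 1, 2 and 3 and 11, 40 and 13 in control replicates 1, 2 and 3, and Tnf had 562, 716 and 270 against 105, 99 and 69. Their log2 fold changes were 3.39 (standard error 0.68, adjusted p = 0.0665) and 2.42 (standard error 0.43, adjusted p = 0.0505) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both short of 0.05. Cd3e, with a log2 fold change of 2.09, also fell short (adjusted p = 0.0831 in edgeR's test), and it was 1.56 without luteolin replicate 2. Other members of the T-cell activation and cytokine lists reached an adjusted p under 0.05, among them Lcp2 (log2 fold change 1.43), Cd40 (1.95) and Il1b (3.02). Pdcd1, which encodes PD-1, rose by 2.04 on the log2 scale (adjusted p = 0.0845 in edgeR's test), and its ligand gene Cd274 had 111 ± 9.68 CPM against 30.4 ± 4.39 (SD, n = 3 each). The paper concludes that luteolin can induce the inflammatory response and enhance the immune response.

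**Figure D6:**
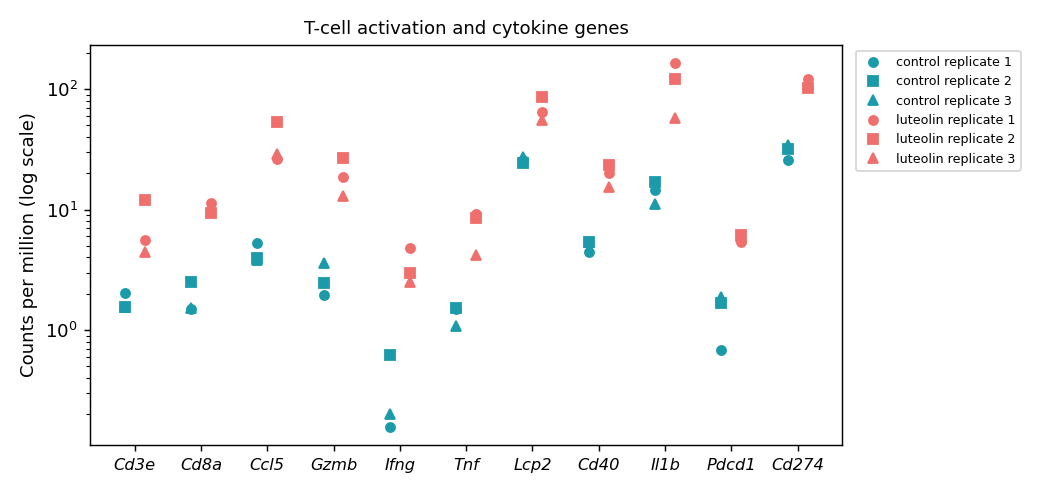
CPM on a log scale (vertical axis) of genes of T cells, of cytokines and of the PD-1 pathway (horizontal axis) in each library. For Cd8a the luteolin libraries lie between 9.43 and 11.3 and the control libraries between 1.49 and 2.49.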

CD8^+^ T lymphocytes could directly destroy cancer cells by releasing cytotoxic granules, such as granzyme B and cytokines, such as IFN‐γ and TNF‐α. We studied the protein level of granzyme B, IFN‐γ and TNF‐α via ELISA. The immune response was enhanced, as indicated by the increased secretion of granzyme B (Figure 5A), IFN‐γ (Figure 5B) and TNF‐α (Figure 5C) after luteolin treatment relative to that in the control. These data suggested that luteolin might activate the function of CD8^+^ T lymphocytes.

**FIGURE 5:**
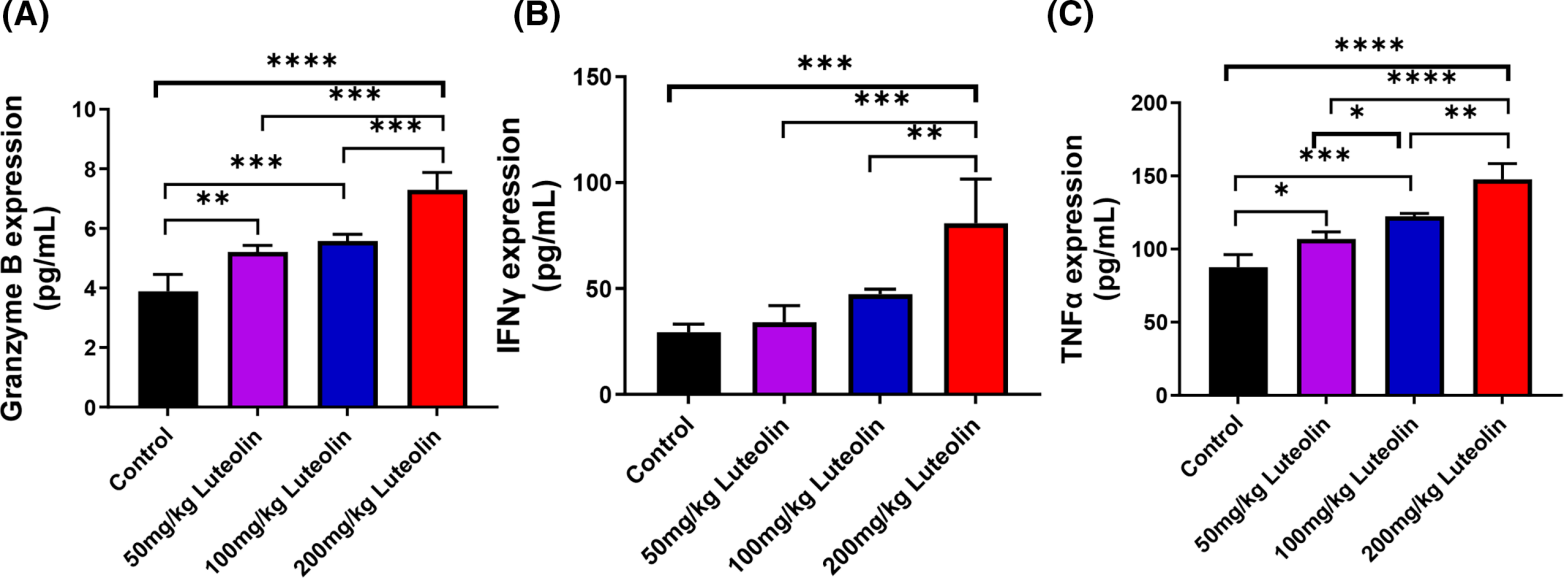
Luteolin enhances the cytotoxicity of tumour‐infiltrating CD8^+^ T lymphocytes and affects inflammatory and effector chemokines. Levels of granzyme B (A) and cytokines, such as IFN‐γ (B) and TNF‐α (C), in peripheral blood are measured using the mouse ELISA kit (*N* = 4, data are presented as mean ± SD). One‐way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.6 Luteolin enhances the anti‐tumour effect of the PD‐1 inhibitor on H22 tumour‐bearing BALB/c mice

Given that luteolin increased the number of CD8^+^ T lymphocytes in the spleen, peripheral blood and tumour tissues of H22 tumour‐bearing mice, we hypothesize that luteolin can enhance the anti‐tumour effect of the PD‐1 inhibitor. Therefore, the anti‐tumour effects of luteolin and the PD‐1 inhibitor were evaluated using BALB/c mice engrafted with H22 cells via subcutaneous injection. The tumour images (Figure 6A), tumour growth curves (Figure 6B) and tumour weight (Figure 6C) collectively substantiated the inhibitory effect of luteolin and the PD‐1 inhibitor on tumour growth. Moreover, the combination of luteolin and the PD‐1 inhibitor exhibited superior anti‐tumour efficacy compared with luteolin or the PD‐1 inhibitor alone. No influence on body weight was observed after treatment with luteolin or the PD‐1 inhibitor (Figure 6D). These results indicated that luteolin could enhance the anti‐tumour effects of the PD‐1 inhibitor.

**FIGURE 6:**
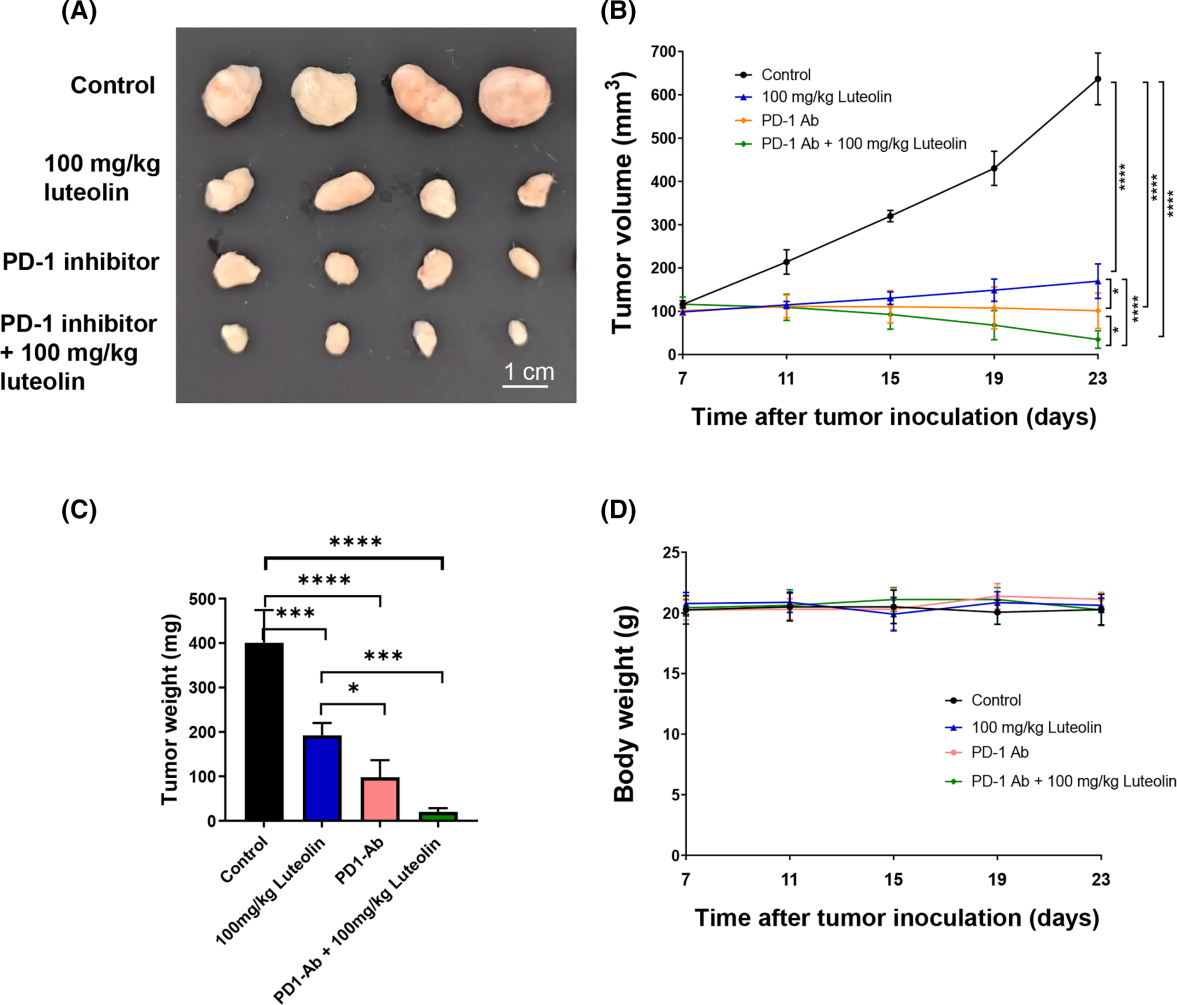
Luteolin enhances the antitumor effect of the PD‐1 inhibitor on H22 tumour‐bearing BALB/c mice. Representative tumour images (A), tumour growth curves (B), tumour weight (C) and body weight (D) of H22 tumour‐bearing mice after luteolin and PD‐1 inhibitor (alone or in combination) treatment (*N* = 4, data are represented as mean ± SD). One‐way ANOVA, *p < 0.05, ***p < 0.001, ****p < 0.0001.

## 4 DISCUSSION

The efficacy of traditional Western medicine remains unsatisfactory due to the complexity of the carcinogenesis and development of HCC. Increasing interest has been directed toward exploring the multitarget treatment characteristics of traditional Chinese medicine (TCM). Although TME and its interaction with TCM have gained attention, studies that focused on the effect of TCM on CD8^+^ T lymphocyte infiltration are relatively limited. The current research addresses this gap by comprehensively investigating the infiltration, phenotype, killing capacity, chemokines and cytokine secretion related to CD8^+^ T lymphocytes.

Luteolin has potent anti‐tumour properties against various human malignancies; examples of these properties include the inhibition of tumour cell proliferation, protection against carcinogenic stimuli, induction of cell cycle arrest and induction of apoptosis through distinct signalling pathways.^10^ Our previous study demonstrated that luteolin has direct inhibitory properties against HCC growth.^25^ Jiang et al.^24^ revealed that luteolin suppresses inducible PD‐L1 expression to improve anti‐tumour immunity in KRAS‐mutant lung cancer. The current work found that luteolin has the potential to stimulate an immune response against tumours by promoting the infiltration of CD8^+^ T lymphocytes.

Immune infiltrates within tumours, often referred to as TILs, have been increasingly recognized as a critical factor in the search for optimal biomarkers.^26^ TILs are a type of mononuclear immune cells that penetrate tumour tissues. The presence of TILs provides insight into an individual's immunological response status and holds promise for clinical applications.^27^ Recent studies highlighted the critical roles of TILs in TME and their effect on tumour progression and prognosis.^28^, ^29^, ^30^, ^31^, ^32^ Wang et al.^33^ revealed that CTLA‐4 blockade triggers tumour cell pyroptosis via the release of IFN‐γ and TNF‐α from activated CD8^+^ T lymphocytes. The secretion of these cytokines mediates cytotoxicity and enhances the overall anti‐tumour immune response. In the current study, we found that these cytokines were elevated at the gene and protein levels in the luteolin group.

An increasing number of preclinical and clinical trials have revealed that treatments that combine immune inhibitors and other therapies can yield superior anti‐tumour efficacy relative to monotherapy.^34^, ^35^ This result is consistent with our finding that the combination of luteolin and the PD‐1 inhibitor enhanced the anti‐tumour effect on the HCC model.

## 5 CONCLUSION

Our study demonstrated that luteolin effectively inhibited tumour growth in H22 tumour‐bearing mice; sustained high levels of CD8^+^ T lymphocytes in the spleen, peripheral blood and tumour; and boosted their cytotoxicity in tumour tissues. These lymphocytes also showed increased activation and cytokine production. The combined administration of luteolin and the PD‐1 inhibitor enhanced the anti‐tumour effects on H22 tumour‐bearing mice (Figure 7).

**FIGURE 7:**
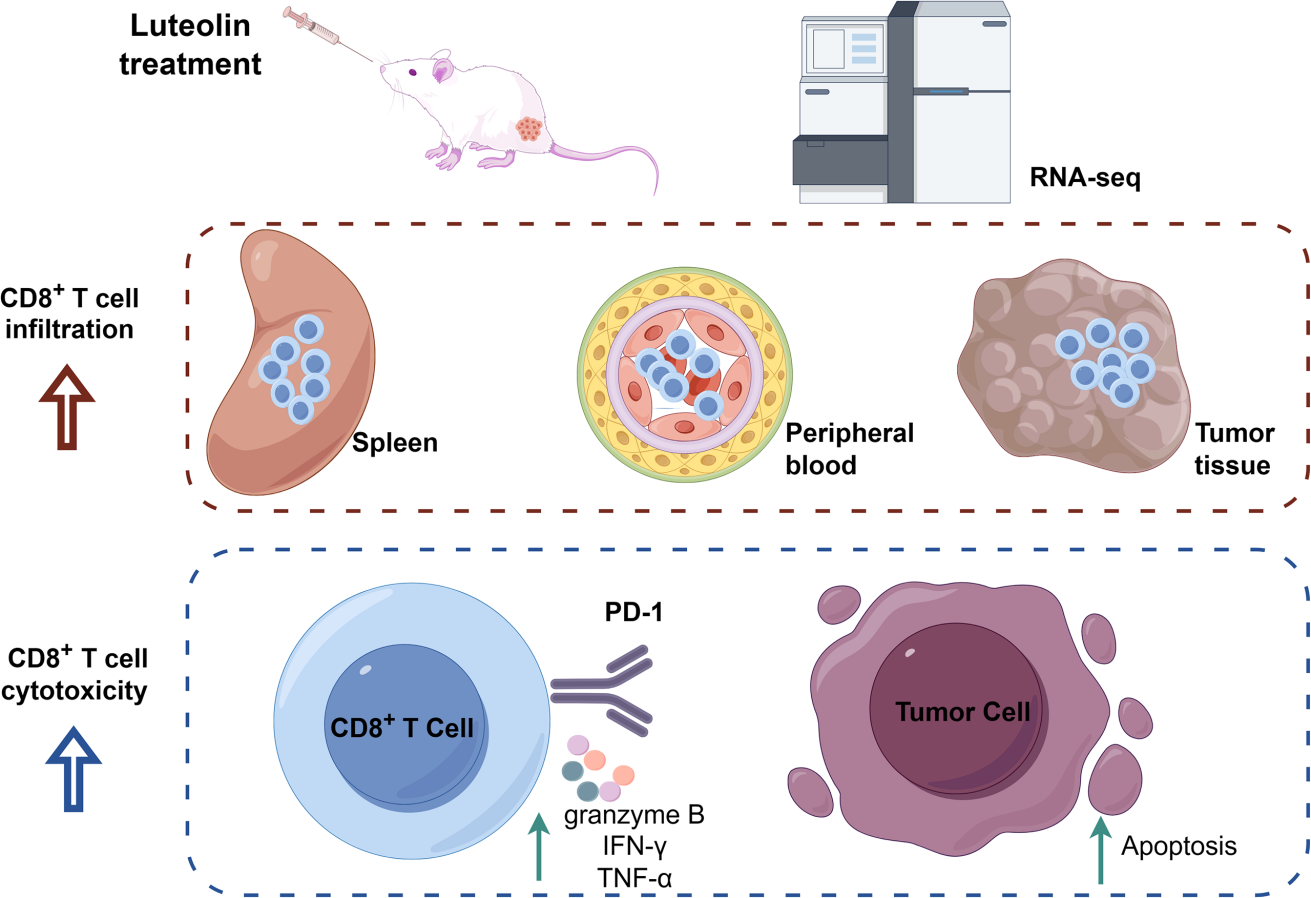
Graphical abstract of this study.

## AUTHOR CONTRIBUTIONS

**Shijiao Cai:** Data curation (equal); writing – original draft (equal). **Yidan Gou:** Data curation (equal); writing – original draft (equal). **Yanyan Chen:** Methodology (supporting). **Xiaoran Hou:** Methodology (supporting). **Jing Zhang:** Methodology (supporting). **Chongwen Bi:** Data curation (supporting). **Peng Gu:** Data curation (supporting). **Miao Yang:** Data curation (supporting). **Hanxu Zhang:** Data curation (supporting). **Weilong Zhong:** Project administration (equal). **Hengjie Yuan:** Project administration (equal).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

Figure S1.

Figure S2.

Table S1.

## Data Availability

All datasets used and/or analysed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Luteolin exerts anti‐tumour immunity in hepatocellular carcinoma by accelerating CD8 + T lymphocyte infiltration
**Source:** J Cell Mol Med. 2024 Sep 12;28(17):e18535. doi: 10.1111/jcmm.18535
**Supplement:** Supplementary file 1 — Figure S1.

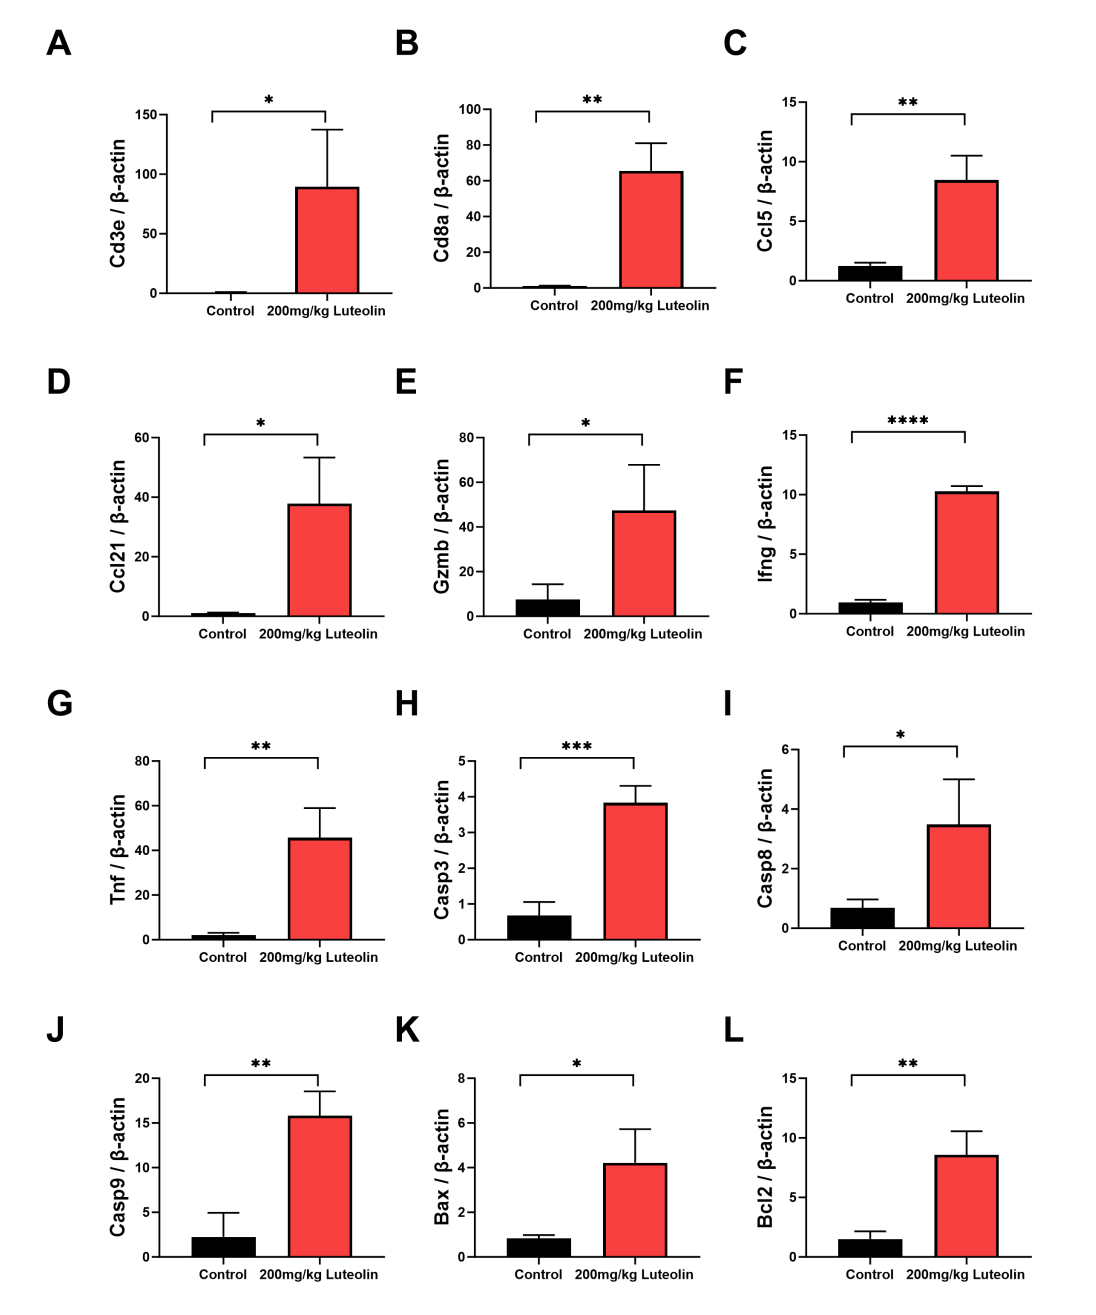

Supplemental figure 1. CD8^+^ T cell infiltration, CD8^+^ T cell activation, and apoptosis related-mRNA in tumors from control and 200 mg/kg luteolin groups were detected by qRT-PCR. (A) CD3e, (B) CD8a, (C) Ccl5, (D) Ccl21, (E) Gzmb, (F) Ifng, (G) Tnf, (H) Casp3, (I) Casp8, (J) Casp9, (K) Bax, and (L) Bcl2 were normalized to β-actin. Data are means ± SD (n = 3).

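Table S1 lists the primer pairs behind these panels, and each level is the qRT-PCR signal of a gene relative to that of β-actin (Actb) in the same sample, so that a change of Actb would move every panel. The 13 pairs were matched to the transcripts of the mouse genome GRCm38 (GENCODE M21). All 13 matched the gene they are listed for, with amplicons from 76 to 183 bp, and 12 of them matched no other gene with both primers. The exception was the Actb pair, which also matched Gm4750 and Gm8464, copies of similar sequence. The pair listed for Ccl21 matched Ccl21a on chromosome 4 (42772860 to 42773993). Its forward primer also matched Ccl21b and predicted genes of the same family, and its reverse primer, which spans the junction of exons 2 and 3, matched Ccl21a alone. The Cd8a pair spans 140 bp, with its forward primer in exon 3 and its reverse primer on the junction of exons 4 and 5 (chromosome 6, 71374769 to 71376867). The Casp9 pair lies in the untranslated part of exon 9 (chromosome 4, 141815375 to 141815537). Both primers of Cd3e, Gzmb, Casp9 and Actb lie within 1 exon, so those pairs would also amplify genomic DNA left in a sample. The Bcl2 primers lie in exons 1 and 2 and the Ccl5 primers in exons 2 and 3, on either side of an intron.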

# Supplementary material for: Luteolin exerts anti‐tumour immunity in hepatocellular carcinoma by accelerating CD8 + T lymphocyte infiltration
**Source:** J Cell Mol Med. 2024 Sep 12;28(17):e18535. doi: 10.1111/jcmm.18535
**Supplement:** Supplementary file 2 — Figure S2.

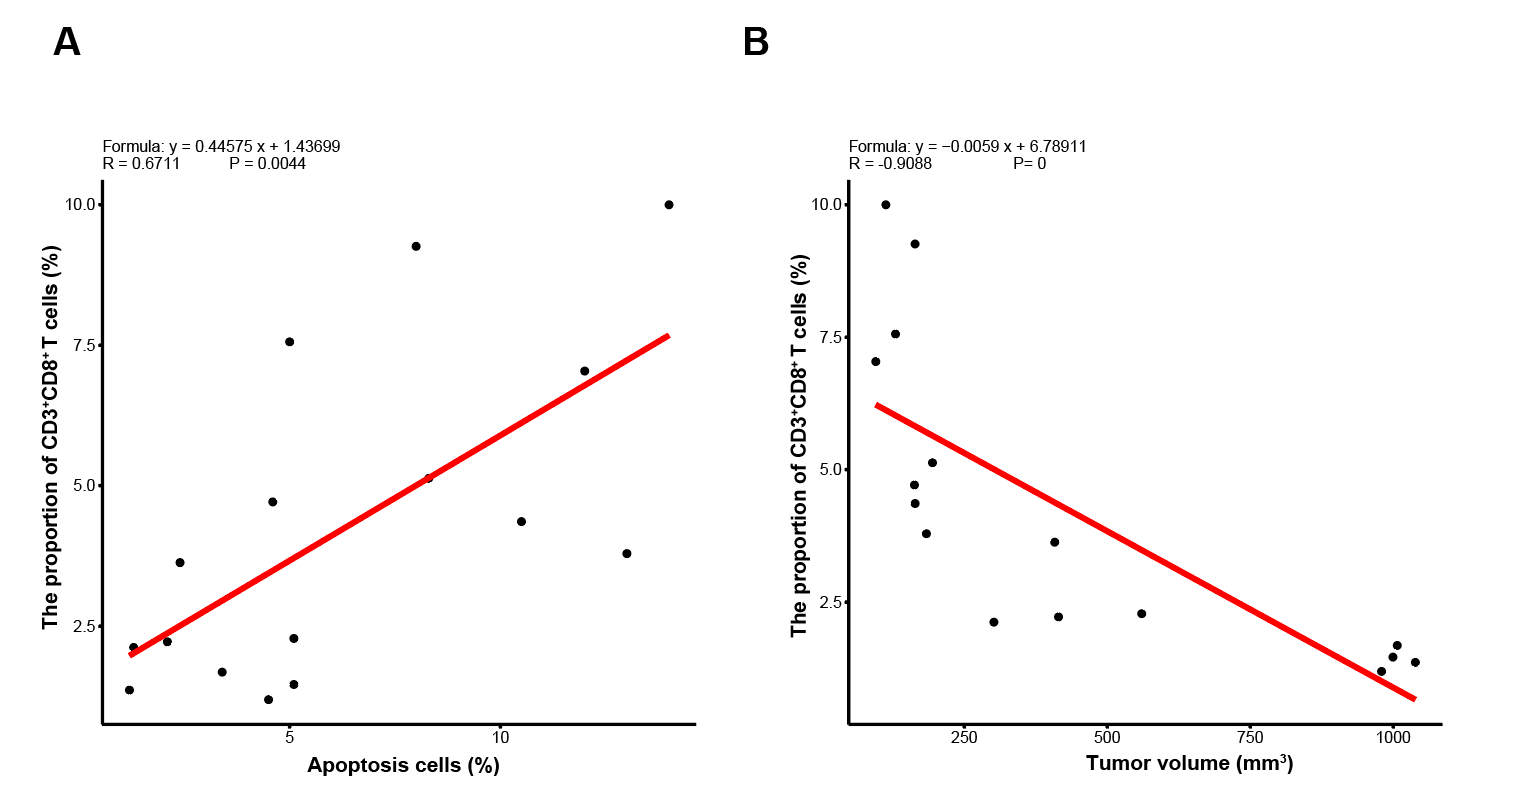

Supplemental figure 2. Correlation between the numbers of CD3^+^CD8^+^ T cells and tumor conditions, such as apoptosis level and tumor size, obtained by Spearman’s analysis of the control, 50 mg/kg luteolin, 100 mg/kg luteolin, and 200 mg/kg luteolin groups.

# Supplementary material for: Luteolin exerts anti‐tumour immunity in hepatocellular carcinoma by accelerating CD8 + T lymphocyte infiltration
**Source:** J Cell Mol Med. 2024 Sep 12;28(17):e18535. doi: 10.1111/jcmm.18535
**Supplement:** Supplementary file 3 — Table S1.

**Supplemental Table 1**

Primers used for real-time quantitative reverse transcription PCR

| Gene | Sequence |
| --- | --- |
| Casp3  Casp8  Casp9  Bax  Bcl2  Cd3e  Cd8a  Ccl5  Ccl21  Gzmb  Ifng  Tnf  β-Actin | F: 5′-GAGCTGGACTGTGGCATTGA-3′  R: 5′-GAACCACGACCCGTCCTTT-3′  F: 5′-AGACTGCAACCGAGAGGAGA-3′  R: 5′-CGCTCACTTCTTCTGAGAGC-3′  F: 5′-TGCCCTTGCCTCTGAGTAGT-3′  R: 5′-AACAAAGAAACGCCCACAAC-3′  F: 5′-CTCAAGGCCCTGTGCACTAA-3′  R: 5′-GGAGAGGAGGCCTTCCCAG-3′  F: 5′-CCCTGTGGATGACTGAGTACC-3′  R: 5′-CTTCAGAGACAGCCAGGAGAAA-3′  F: 5′-GTGTAGAGTTGACGTGCCCT-3′  R: 5′-AGTAGCCACTGTCCTCGACT-3′  F: 5′-CGGATTGGACTTCGCCTGT-3′  R: 5′-CTAGCGGCCTGGGACATTTG-3′  F: 5′-GTGCCCACGTCAAGGAGTAT-3′  R: 5′-CTCTGGGTTGGCACACACTT-3′ |
|  | F: 5′-CCCTACAGTATTGTCCGAGGC-3′ |
|  | R: 5′-GTGAGAACAGGATTGCCGGG-3′ |
|  | F: 5′-GAAGCCAGGAGATGTGTGCT-3′ |
|  | R: 5′-GCACGTTTGGTCTTTGGGTC-3′ |
|  | F: 5′-AAGACAATCAGGCCATCAGC-3′ |
|  | R: 5′-CTGGACCTGTGGGTTGTTGA-3′ |
|  | F: 5′-CCTCACACTCACAAACCACCA-3′ |
|  | R: 5′-ACAAGGTACAACCCATCGGC-3′ |
|  | F: 5′-CCTCACTGTCCACCTTCC-3′ |
|  | R: 5′-GGGTGTAAAACGCAGCTC-3′ |

How the deposited data were processed for this re-analysis (not part of the article)

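RNA-seq libraries of H22 tumours from the control group and the 200 mg/kg luteolin group were analysed, 3 libraries per group. All 6 libraries were used, and 0 columns of the deposited table were left out. The other experiments of the paper (tumour growth, flow cytometry, immunohistochemistry, ELISA, qRT-PCR and the combination with the PD-1 inhibitor) were not analysed here.

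The authors deposited whole-number values per gene symbol and library without scaling between libraries, and these were analysed as estimated counts, since their low values fall mostly on multiples of 4 and on 1 above them. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. No positions were therefore taken from the deposited table. Of the 21720 symbols, 21053 were found in GENCODE M21, and 3930 genes had 0 counts in all libraries.

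Counts were compared between the groups in R 4.3.3 with edgeR 4.0.16 (TMM normalization, the filterByExpr filter on low counts, quasi-likelihood test, no covariates), which tested 14963 genes. Two-sided p values were adjusted by the Benjamini-Hochberg method. Genes were counted at the study's threshold, an unadjusted p under 0.05 with an absolute log2 fold change over 1, and at an adjusted p under 0.05. Values per library are CPM, counts scaled to the TMM-normalized library total, and log2 values have a prior count of 2. Totals ranged from 61081637 to 80442954 per library. A gene whose control libraries all lay at or under 3 counts was given a fold change against 3 counts as a lower bound, and against 12 counts where 1 read pair counts as 4 units.

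The 6 libraries were clustered by average linkage on 1 minus the Pearson correlation of log2 CPM over all tested genes. The difference between groups was tested by an exact permutation test, whose smallest p is 0.1 for 3 libraries against 3. Lists of genes were written by hand before the data were examined. These were 11 lists for the processes of Fig. 2C and Fig. 2D and 27 lists for cell types, tissues and programmes. A second epidermal list and a sebaceous gland list were added after the keratinocyte values had been seen. Lists were tested with camera of limma 3.58.1 (preset correlation 0.01), and the process lists also with a one-sided Fisher's exact test among the genes at the study's threshold, with all tested genes as the background. The genes named in the text were fixed by a rule before the data were examined. They are the genes the paper names, the 5 genes higher and the 5 lower with the smallest p among those with an adjusted p under 0.05, an absolute log2 fold change over 1 and no overlap between the groups, the 2 genes with the smallest p in each process list, the 3 genes with the highest mean in each cell or tissue list, and the sex-linked genes. A gene that the rule selects is not reported here. Genes outside the rule are said to have been chosen after their values were seen.

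The alternatives were DESeq2 1.42.0 (Wald test, its own size factors, no shrinkage), limma's voom with sample quality weights, the RLE and upper-quartile normalizations of edgeR, no filter on low counts, a minimum of 10 counts in every library, the replicate number as a block, and each library left out in turn. The list tests were also run with fry, with camera on an estimated correlation, and on Reactome sets from fgsea 1.28.0. The clustering was also run on the 500 most variable genes, on the genes at the study's threshold, with Euclidean distance, with complete linkage and with a prior count of 0.5. Added after the data had been seen were values divided by 4, offsets for GC content and gene length (natural splines with 4 and 3 degrees of freedom, for the 14635 tested genes with a known GC content), libraries thinned to the smallest total, DESeq2 without luteolin replicate 2, and Fisher's exact test on the genes called by these settings, DESeq2, voom, upper-quartile normalization and no filter on low counts.

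The pipeline was tested on simulated data drawn from the means and totals of these libraries, with 200 genes changed by a log2 fold change of 2. At the study's threshold, edgeR recovered 91.9% of the 197 changed genes it tested and DESeq2 89.5% of 200, and 274 and 333 unchanged genes were called as well, more than the changed genes recovered. At an adjusted p under 0.05 the shares were 62.9% and 79%, with 8 and 79 unchanged genes called. The primers of Table S1 were matched to the transcripts of GENCODE M21 on GRCm38 by exact sequence.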

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

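The test of the second epidermal list, the test of the sebaceous gland list and the GC content test were written before the values they measure were seen, and the other tests were chosen only after the result was seen. Which lists lie outside the genes that the paper discusses was also decided after the values were seen. The result in question is a signal in lists of genes that the paper mostly does not discuss. An exception is Ccl21a of the lymph node stroma and high endothelial venule list, which the paper measured by qRT-PCR as Ccl21. Of 18 such lists of cell type and tissue genes, 10 had a higher summed level in every luteolin library than in every control library, where chance gives this for 5% of lists. For 3 libraries against 3, an exact permutation test cannot go below p = 0.1.

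The skin keratinocyte list had a summed level of 3703 CPM on average in the luteolin group and 16.3 in the control group. Its sum was 474 CPM in luteolin replicate 1, 10614 in replicate 2 and 22.2 in replicate 3, against 13.9 to 18.5 in the control libraries, so that 1 library holds nearly all of the signal, 1.06% of its counts. Krt14 had 9606, 203754 and 277 counts in luteolin replicates 1, 2 and 3 and 0 in each control library, which is at least 18628-fold higher in the luteolin group against a limit of 3 counts, and at least 4657-fold higher against 12 counts. The median log2 fold change of the 11 tested genes was 15.94, and 11.28 with the 7 genes whose controls lay at or under 3 counts set at their bound. It was 9.28 with the limit at 12 counts, and the fitted median was 11.87 without luteolin replicate 2. In every control library 3 of the 11 genes lay above 3 counts, and no gene of the list is in another cell type, tissue or programme list. Krt14, Krt10 and Krt5, the most abundant genes of the list, had adjusted p values of 0.110, 0.128 and 0.12 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

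A candidate explanation is skin tissue in the luteolin tumour samples. A second list of 24 epidermal genes, written after the keratinocyte values had been seen, followed the same order of libraries (luteolin replicate 2, then 1, then 3) in 24 of 24 genes, and all 24 were more than 10-fold higher in replicate 2 than in any control library. The median log2 fold change of its 16 tested genes was 6.99, or 7.00 with genes at their bound. An induction of a keratinocyte programme in the tumour cells cannot be told apart from skin by the sebaceous gland genes, of which 7 of 10 followed the order of libraries. Of the other 3, named after their values were seen, Soat1 and Acsbg1 had control means of 247.1 and 67.3 CPM, which would hide a small share of skin. Fa2h had a control mean of 0.0588 CPM and 1.03, 83.05 and 1.19 CPM in luteolin replicates 1, 2 and 3, so that it left the order by a small difference between replicates 1 and 3. The median of the 9 tested sebaceous genes was 4.86, or 4.87 with genes at their bound. The hair follicle list cannot decide, since 3 of its 12 genes were tested (median log2 fold change -0.22). Krt34 and Padi3 had -0.22 and -0.62, and Tchh had 2.29. The list's mean log2 level minus the control mean was 0.43, 1.19 and 0.19 in luteolin replicates 1, 2 and 3. It ranged from -0.35 to 0.53 in the control libraries. The tumours were subcutaneous, and whether skin was removed with them is not stated in the paper's text. A difference in tumour size or in dissection between the groups was not tested.

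The other 9 lists rose less and in all 3 luteolin libraries. The mean summed level in the luteolin and control groups was 53.7 and 19.8 CPM for B cells, 515 and 259 for plasma cells, 128 and 16.2 for lymph node stroma and high endothelial venules, 3934 and 2572 for macrophages, 206.5 and 50.7 for neutrophils, 1900 and 772 for dendritic cells, 88.02 and 12.3 for mast cells, 4161 and 1689 for fibroblasts, and 349.6 and 186 for endothelial cells. The median log2 fold changes in that order were 1.6, 1.45, 2.45, 0.91, 2.74, 1.26, 2.74, 1.22 and 0.93, and without luteolin replicate 2 they were 1.14, 1.14, 1.34, 0.77, 2.26, 1.13, 2.48, 1.05 and 0.50. The median of the neutrophil list does not change with its 1 gene at its bound. The mean log2 level of the endothelial list did not separate the groups (exact two-sided permutation test, p = 0.3), since luteolin replicate 3 (0.01) lay below control replicate 3 (0.08). In every control library most genes of these lists lay above 3 counts, from 7 of 10 for B cells and 7 of 9 for lymph node stroma to all 13 for macrophages, so the studied tissue expresses them too. The B-cell and lymph node stroma lists each share 1 gene with another cell type, tissue or programme list, and the other 7 share none. Genes shared with the process lists were not counted here, such as S100a9 of the neutrophil list. Among the most abundant genes, Col3a1 rose by 1.23 on the log2 scale, H2-Aa by 1.27, Lyz2 by 0.23, Apoe by 0.58, Csf3r by 2.25, Tpsab1 by 2.93, Pdpn by 3.09, Cxcl13 by 4.14 and Pecam1 by 1.05.

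For these 9 lists, skin tissue as the whole cause is argued against by their levels in luteolin replicates 1 and 3. Averaged over those libraries, their excess over the controls was at least 29.7% of that in replicate 2 (the lowest, for endothelial cells), whereas it was 2.19% for keratinocytes. In replicate 1 alone it was at least 17.3% (the lowest, for B cells) against 4.32% for keratinocytes, and in replicate 3 alone at least 16.6% (the lowest, for endothelial cells) against 0.0564%. Tissue from under the skin without epidermis stays open and could add fibroblasts and endothelial cells. A lower share of tumour cells as the whole cause would raise the lists alike if tumour cells express few of their genes. The neutrophil list exceeded the macrophage list by at least 0.90 on the log2 scale in every luteolin library, where the control libraries deviated by at most 0.35. This argues against that cause for the neutrophil list only. It stays open for the other lists, among them plasma cells, dendritic cells, fibroblasts, endothelial cells and macrophages (medians 1.45, 1.26, 1.22, 0.93 and 0.91). With GC content and length offsets the lowest median was 0.73, for macrophages, above the largest deviation of a control library for that list (0.17), which argues against GC content bias as the cause. More of these cells in luteolin-treated tumours, which the design names as a difference between the groups, is a hypothesis that stays open. It was not tested apart from tissue around the tumour or, outside the neutrophil list, from a lower share of tumour cells.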

How the results depend on the processing

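The alternatives were set before the data were examined, except values divided by 4, GC content and length offsets, libraries thinned to the smallest total, DESeq2 without luteolin replicate 2, and Fisher's exact test on the calls of these settings, DESeq2, voom, upper-quartile normalization and no filter on low counts, which were chosen after seeing the data. The alternatives planned for normalized values (a pseudocount of 0.1 and no filter on low values) were not run, because the values are counts. Unless a cause is named, the cause was not tested.

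At the study's threshold, edgeR gave 1687 genes higher and 227 lower. Genes higher outnumbered genes lower in all 17 other settings, and the genes higher numbered between 1139 and 2104. The genes lower moved by more than 1.5 times with voom and sample quality weights, to 498, with DESeq2 without luteolin replicate 2, to 374, and without control replicate 3, to 140. They ranged from 140 to 305 across the 6 fits that each left out a library. The share of genes higher among the genes at this threshold was 88.1% with edgeR, 77.9% with voom, 82.8% with GC content and length offsets, and 80.4% without luteolin replicate 2, where 1139 genes were higher and 278 lower. Of the 1687 and 227 genes, 1081 and 152 were again called without luteolin replicate 2, 1512 and 221 with GC content and length offsets, and 1654 and 218 in the thinned libraries. No normalization or correction moved the median log2 fold change of all genes by over 0.1.

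The counts at an adjusted p under 0.05, 200 genes higher and 28 lower in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, moved more. DESeq2 gave 1543 and 415, voom with sample quality weights 1886 and 1311, a minimum of 10 counts in every library 345 and 47, values divided by 4 327 and 46, GC content and length offsets 625 and 346, and DESeq2 without luteolin replicate 2 1076 and 396. Across the 6 fits that each left out a library, the counts ranged from 0 to 276 genes higher and from 0 to 36 lower. They were 0 without any one of the control libraries or without luteolin replicate 1, where 2310, 1907, 2410 and 2462 genes had an unadjusted p under 0.05, and 276 and 36 without luteolin replicate 2. These fits have fewer libraries. On simulated data with 3 libraries per group, 62.9% of 197 changed genes passed the adjusted threshold in edgeR and 79% of 200 in DESeq2, with 8 and 79 unchanged genes called.

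The replicate numbers occur in both groups. Libraries with the same number had correlations of -0.20, -0.09 and 0.06 between their deviations from the group means, so they share a number and no pairing was seen. With the replicate number as a block, 1293 genes were higher and 177 lower at the study's threshold, 34 and 1 had an adjusted p under 0.05, and 0 of the qRT-PCR genes had an adjusted p under 0.05 over all genes, while 7 had an unadjusted p under 0.05. With the block, 10 of the 11 process lists stayed higher, and 19 of the 27 cell and tissue lists were higher and 1 lower.

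Of the 12 tested genes that the study measured by qRT-PCR, 3 had an adjusted p under 0.05 over all genes and 7 when adjusted over the list alone. The former count was 7 with DESeq2, 6 with voom, 5 with a minimum of 10 counts, 5 with values divided by 4, 5 with GC content and length offsets and 6 with DESeq2 without luteolin replicate 2. It ranged from 0 to 3 across the fits that each left out a library, and was 3 without luteolin replicate 2 or 3 and 0 in the others, where 6 or 7 genes kept an adjusted p under 0.05 when adjusted over the list alone. The log2 fold changes of Cd3e, Cd8a, Ccl5, Gzmb, Ifng and Tnf stayed between 1.56 and 4.23 in all settings.

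Directions changed for genes whose fold changes lie near 0. Casp9 (-0.01) was 0.034 with upper-quartile normalization, 0.0057 with a minimum of 10 counts and 0.013 in the thinned libraries, and ranged from -0.28 to 0.21 across the fits that each left out a library. Bcl2 (-0.04) was 0.011 with voom, 0.0066 with upper-quartile normalization and 0.18 with DESeq2 without luteolin replicate 2, and ranged from -0.30 to 0.18. Bax (0.21) ranged from -0.085 to 0.52, and was negative without control replicate 3. Tigit (-0.005) was 0.043 with upper-quartile normalization, 0.0096 with a minimum of 10 counts and 0.0049 with values divided by 4, and ranged from -0.14 to 0.069 across the fits that each left out a library. Klra4 (-0.02) was 0.35 with voom, 0.033 with upper-quartile normalization, 0.0083 with a minimum of 10 counts, 0.088 with the replicate number as a block, 0.098 with GC content and length offsets and 0.41 with DESeq2 without luteolin replicate 2, and ranged from -0.49 to 0.61. Over 64 genes named in the text and the 17 other settings, 824 results kept their direction and their side of an adjusted p of 0.05, 143 were weaker, 90 were stronger and 25 were reversed.

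In camera with a preset correlation, 10 of the 11 process lists were higher and 0 lower (0 lower also at an unadjusted p under 0.05). This held without each library in turn, with RLE normalization and with a minimum of 10 counts, and fry called 11 lists. With the correlation estimated from the libraries 0 lists were called, while 5 had an unadjusted p under 0.05. Of 11 Reactome sets, which differ from the hand-written lists, 5 were higher. In Fisher's exact test 6 of 6 lists were over-represented among the genes higher and 0 of 5 among the genes lower, and 0 of the 5 had an unadjusted p under 0.05. The same counts came from the calls of the 17 other settings. With the genes at an adjusted p under 0.05 they were 5 of 6 and 0 of 5, again with 0 of the 5 at an unadjusted p under 0.05. For the genes lower the test has little power, since few genes per list are expected by chance.

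For the 27 cell type, tissue and programme lists, camera called 20 higher and 1 lower. The lists higher numbered 17 with fry and 17 with a minimum of 10 counts. With an estimated correlation 0 were higher and 0 lower, while 4 and 0 had an unadjusted p under 0.05, and fry called 0 lower, with 1 at an unadjusted p under 0.05. The lists lower ranged from 1 to 3 across the fits that each left out a library, with 2 without luteolin replicate 2. The medians of 3 lists that camera did not call changed direction in such fits. Skeletal muscle (-0.19) ranged from -0.98 to 0.017, the mammary or salivary gland list (-0.22) from -0.38 to 0.16, and the adipocyte list (1.56) from -0.086, without luteolin replicate 2, to 7.81.

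In the clustering of all tested genes, 4 of 6 libraries lay in the branch of their group, and 6 of 6 did with the 500 most variable genes. Euclidean distance, complete linkage, a prior count of 0.5, a minimum of 10 counts, the genes at the study's threshold and GC content and length offsets left it at 4. Across the trees that each left out a library the number ranged from 3 to 5, with 5 of 5 without luteolin replicate 2.

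Depth limits the genes that the control libraries hold at or near 0. For a gene whose control libraries all lay at or under 3 counts, the fold change against 3 counts is a lower bound, and the one against 12 counts is 4 times lower. Fitted fold changes of such genes are no bounds.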

Differences from the paper's values

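No count of genes in the paper's text differed from the edgeR count by more than 1.5 times. The paper's values are 2004 up-regulated genes, 282 down-regulated genes and 2286 in all, and edgeR's quasi-likelihood test gave 1687, 227 and 1914. DESeq2 1.42.0 with its own size factors, the tool that the paper's methods name in another version, gave 2004, 282 and 2286, the paper's values.

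The paper gives 5 processes as the main ones of the down-regulated genes (Fig. 2D). The hand-written lists for these processes held 1, 1, 0, 1 and 0 genes lower at the study's threshold, in the order endopeptidase activity, negative regulation of inflammatory response, SMAD protein signal transduction, vascular endothelial growth factor production and negative regulation of interleukin-1 production. Their median log2 fold changes were positive, at 1.41, 1.26, 0.17, 0.58 and 0.76. On DESeq2's calls, in a test chosen after seeing the values, the lists held 2, 2, 1, 1 and 1 genes lower. The smallest Benjamini-Hochberg adjusted p was 0.124 in Fisher's exact test. The odds ratios were 3.95, 4.54, 2.18, 2.55 and 3.06, all above 1, so the test has too little power at these counts to exclude an over-representation. With edgeR's calls, with the genes at an adjusted p under 0.05 and with the calls of each of the 17 other settings, 0 of the 5 lists were over-represented among the genes lower and 0 had an unadjusted p under 0.05. The smallest adjusted p of a setting ranged from 0.0938, without a filter on low counts, to 1, with the genes at an adjusted p under 0.05. The lists are not the GO terms, and the GO terms were not tested here.

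The paper describes its clustering as separating the luteolin group from the control group (Fig. 2B). In the tree of all tested genes, and in that of the genes at the study's threshold, 4 of 6 libraries lay in the branch of their group, with luteolin replicate 2 alone on the other branch. The paper's result was reached with the 500 most variable genes (6 of 6) and without luteolin replicate 2 (5 of 5). The paper clustered its own differential genes, and its text names neither the distance nor the linkage. The difference may therefore lie in the method.

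By qRT-PCR the paper reports higher mRNA levels of Casp8, Casp9, Bax and Bcl2 in the luteolin group (Fig. S1). In the RNA-seq libraries their log2 fold changes were -0.17, -0.01, 0.21 and -0.04, and 0 of the 4 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or in any of the 17 other settings. In edgeR's test 0 of them had an unadjusted p under 0.05, and the smallest was 0.285, for Casp8. For Cd3e, Ccl21, Ifng and Tnf, which the paper also reports as higher, the direction was the same, but the adjusted p of Cd3e, Ccl21a, Ifng and Tnf in edgeR's test was 0.0831, 0.15, 0.0665 and 0.0505. DESeq2 gave an adjusted p under 0.05 for these 4 genes, and no other setting did so for Ccl21a. Voom with sample quality weights gave one for Cd3e, Ifng and Tnf, a minimum of 10 counts in every library for Ifng and Tnf, and RLE normalization, upper-quartile normalization and the fit without luteolin replicate 3 for Tnf. Of the settings chosen after seeing the values, DESeq2 without luteolin replicate 2 gave one for Cd3e, Ifng and Tnf, values divided by 4 and GC content and length offsets for Ifng and Tnf, and the thinned libraries for Tnf.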

Other observations

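The tests of depth and of GC content in the counts of genes, and the splits of the libraries, were written before their results were seen. The tests on luteolin replicate 2, on the T-cell lists and on low values were chosen only after the result was seen.

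Of the values from 1 to 40, 44.8% were multiples of 4, where an even spread gives 25%. A candidate explanation is that 1 read pair was counted as about 4 units. If so, genes with a control mean from 2 to 6 units should vary more than counts do, and the mean ratio of variance to mean over the control libraries was 6.60 for these 920 genes, where counting noise alone gives about 1. Variation between tumours also raises this ratio. Dividing the values by 4 left 1523 genes higher and 208 lower at the study's threshold.

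The 6 libraries can be split into 3 and 3 in 10 ways. The real split gave 1914 genes at the study's threshold and the other 9 gave from 70 to 565, so 1 of the 10 splits gave as many. At an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the real split gave 228 genes and the others 0, again 1 of 10. With 10 splits the share cannot fall under 0.1, so a grouping by chance cannot be told apart from an effect by this count alone.

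At the study's threshold the genes higher outnumbered the genes lower by 7.43 to 1. Thinned to the smallest total, the libraries gave a ratio of 7.41, which argues against the deeper library of luteolin replicate 2 as the cause. Without luteolin replicate 2 the ratio was 4.10, so its transcripts may add to the excess but are not the whole of it, and with GC content and length offsets it was 4.83, which argues against GC content bias as the whole cause. A change in the cells that make up the tumour and a change of expression within cells both stay open.

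The T-cell list rose in the luteolin group by a median log2 fold change of 2.11 (9 tested genes, of which all 9 lay above 3 counts in every control library). Its summed level was 33.6, 118 and 43.4 CPM in luteolin replicates 1, 2 and 3 and 11.2 to 11.7 in the control libraries. Skin tissue as the source is argued against by the value without luteolin replicate 2, the library with most keratinocyte transcripts, where the median was 1.87 and the largest deviation of a control library was 0.11. A lower share of tumour cells as the whole cause is argued against by the difference between the T-cell and endothelial lists. It was at least 0.77 on the log2 scale in every luteolin library and at most 0.20 in the control libraries. This argument holds if tumour cells express few genes of either list, which was not tested. More T cells, or more transcripts per T cell, in luteolin-treated tumours is a hypothesis that stays open, found and tested on the same libraries. Lck and Cd3g, abundant genes of the list, had log2 fold changes of 1.97 and 2.33. The most abundant, Bcl11b, had 5.10, but 3935 of its counts were in luteolin replicate 2 against 179 and 94 in replicates 1 and 3, and the value without replicate 2 was 2.15.

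Other lists of lymphocytes rose by their median, and the summed level of the NK cell list did not. The median log2 fold change was 2.32 for CD8 T cells (2 tested genes), 2.00 for CD4 T cells and regulatory T cells (6), 2.62 for cytotoxic effectors (11), 1.91 for naive or lymphoid-homing lymphocytes (9), 1.89 for T-cell exhaustion (7) and 2.17 for NK cells (6). Of these genes 1, 0, 3, 0, 1 and 0 are named by the study. In the same order, 0, 1, 2, 0, 1 and 2 are in another cell type, tissue or programme list. Genes shared with the process lists, such as Cd8a, were not counted here. Not all members rose. Eomes, of the cytotoxic and NK cell lists, had a log2 fold change of -0.86 (adjusted p = 0.0842 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in every luteolin library. It holds most of the summed level of the NK cell list, which was 69.9, 71.9 and 69.0 CPM in luteolin replicates 1, 2 and 3 and 72.6, 90.7 and 104.3 in control replicates 1, 2 and 3. That sum therefore follows Eomes, while 4 of the 6 tested genes of the list were higher, among them Gzma by 3.46 on the log2 scale. Tcf7, Tigit and Klra4 had log2 fold changes of -0.22, -0.005 and -0.02, and Tigit and Klra4 changed direction with upper-quartile normalization. Eomes, Tcf7 and Tigit had control means of 82.0, 35.8 and 14.1 CPM, above the 11.5 CPM of the summed T-cell list. Which cells hold these transcripts was not tested.

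Of the remaining lists, erythroid cells were lower (median log2 fold change -0.97, Benjamini-Hochberg adjusted p = 0.00274 in camera) and interferon response (1.34, adjusted p = 1.65e-08), hypoxia and glycolysis (0.31, adjusted p = 0.0463) and hepatocyte or hepatoma genes (1.64, adjusted p = 0.00408) were higher. The hepatocyte or hepatoma median was 0.63 without luteolin replicate 1 and 4.61 without control replicate 2, the lowest and highest of the fits that each left out a library. Fry did not call this list (Benjamini-Hochberg adjusted p = 0.0958), and its mean log2 level did not separate the groups (exact two-sided permutation test, p = 0.3). Of its 12 tested genes 10 had a positive log2 fold change, with a range from -0.58 to 2.73. For hypoxia and glycolysis 10 of 15 did, with a range from -0.28 to 2.39. Camera did not call skeletal muscle (-0.19), hair follicle (-0.22), adipocyte (1.56), mammary or salivary gland (-0.22), proliferation (-0.15) or apoptosis (-0.02). Fry called the apoptosis list higher (Benjamini-Hochberg adjusted p = 0.0356). Its mean log2 level minus the control mean was 0.149, 0.176 and 0.146 in luteolin replicates 1, 2 and 3 and at most 0.085 in the control libraries. Of its 22 tested genes 10 had a positive log2 fold change. In all, 20 of the 27 lists were higher and 1 lower in camera, with 10 of 11 process lists higher.

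The 5 higher Reactome sets were TCR signaling, costimulation by the CD28 family, chemokine receptors binding chemokines, cytokine signaling in the immune system and interferon gamma signaling, with median log2 fold changes of 0.26, 0.95, 1.77, 0.37 and 0.82. The mitotic cell cycle set was lower, with a median of -0.16 (Benjamini-Hochberg adjusted p = 9.13e-05 in camera). The sets of B-cell receptor signaling (0.04), apoptosis (-0.04), striated muscle contraction (0.36), VEGF signaling (0.10) and SMAD activation (-0.05) were not called.

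Of the 12 tested genes that the study measured by qRT-PCR, Cd8a, Ccl5 and Gzmb had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 7 had one when adjusted over the list alone. The log2 fold change of Ccl21a was 5.51, with 227, 1940 and 44 counts in luteolin replicates 1, 2 and 3 and 32, 9 and 0 in the control libraries. Its near-identical copies Ccl21b and Ccl21d had 1, 52 and 0 counts each in the luteolin libraries and 0 in the controls, so reads could have been split between them, and without luteolin replicate 2 the value of Ccl21a was 3.45. Actb, the reference gene of the qRT-PCR, had 3028 ± 585 CPM in the luteolin group and 2272 ± 230 in the control group (SD, n = 3 each), a log2 fold change of 0.41 (adjusted p = 0.239 in edgeR's test).

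The genes Ddx3y, Eif2s3y, Kdm5d and Uty of the Y chromosome had 0 counts in all 6 libraries, which allows up to 3 counts in each. The paper describes the mice as female.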
